# Volatile DMNT directly protects plants against *Plutella xylostella* by disrupting the peritrophic matrix barrier in insect midgut

**DOI:** 10.7554/eLife.63938

**Published:** 2021-02-18

**Authors:** Chen Chen, Hongyi Chen, Shijie Huang, Taoshan Jiang, Chuanhong Wang, Zhen Tao, Chen He, Qingfeng Tang, Peijin Li

**Keywords:** homoterpene DMNT, Plutella xylostella, peritrophic matrix, insect midgut, microbiota, PEN1, Other

## Abstract

Insect pests negatively affect crop quality and yield; identifying new methods to protect crops against insects therefore has important agricultural applications. Our analysis of transgenic *Arabidopsis thaliana* plants showed that overexpression of *pentacyclic triterpene synthase 1*, encoding the key biosynthetic enzyme for the natural plant product (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT), led to a significant resistance against a major insect pest, *Plutella xylostella*. DMNT treatment severely damaged the peritrophic matrix (PM), a physical barrier isolating food and pathogens from the midgut wall cells. DMNT repressed the expression of *PxMucin* in midgut cells, and knocking down *PxMucin* resulted in PM rupture and *P. xylostella* death. A 16S RNA survey revealed that DMNT significantly disrupted midgut microbiota populations and that midgut microbes were essential for DMNT-induced killing. Therefore, we propose that the midgut microbiota assists DMNT in killing *P. xylostella*. These findings may provide a novel approach for plant protection against *P. xylostella*.

## Introduction

Insect pests are one of the major factors affecting plant development and seed production, and cause tremendous global economic losses. Mitigating the detrimental effects of insect pests constitutes a long-term goal for researchers, breeders, and farmers (Johnson and Züst, 2018; Tay and Gordon, 2019). The diamondback moth *Plutella xylostella* (Lepidoptera: *Plutellidae*) has been ranked as one of the most difficult pests to control due to its short life cycle, high migration rate, strong tolerance to environmental stresses, and rising resistance to available insecticides (Shakeel et al., 2017; Vaschetto and Beccacece, 2019). An estimated 4–5 billion dollars are devoted each year to control of this pest worldwide (Zalucki et al., 2012).

Plants have evolved various defense mechanisms to protect themselves from insect pests. As part of their defenses, plants can kill or repel insects indirectly; for example, attacked plants emit volatile pheromones that attract insect predators to come and kill the initial pests (Pichersky et al., 2006; Unsicker et al., 2009; Gols, 2014; Liu et al., 2018). This strategy has been successfully adopted for plant protection in the field (Turlings and Ton, 2006; Clavijo McCormick et al., 2012; Li et al., 2018). However, pest management by genetic manipulation of volatiles in the plant is not always successful in the field due to its complex context-dependency (Bruce et al., 2015). In another line of defense, plants communicate danger signals to other plants (Karban et al., 2006; Karban et al., 2014; Kalske et al., 2019). For example, the volatile homoterpene compound (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT) mediates plant–plant communication in sweet potato (*Ipomoea batatas*) and triggers systemic and jasmonic acid (JA)-independent anti-herbivore defenses in neighboring plants. These plants are induced to synthesize the protease inhibitor and storage protein sporamin, which is toxic to chewing pests (Meents et al., 2019). Similar results were also obtained in tea plants (*Camellia sinensis*) (Jing et al., 2020). Gasmi and colleagues reported that exposure of *Spodoptera exigua* larva to herbivore-induced plant volatiles (HIPVs) such as indole increased its susceptibility to *nucleopolyhedrovirus* and *Bacillus thuringiensis*, and additionally they found that the microbiota population in larval midgut was significantly affected, but the mechanism remains unclear (Gasmi et al., 2019). Another major line of plant defense relies on the ability to kill pests directly via the secretion of natural products that are harmful to insects. For instance, various HIPVs including indole have been reported to show direct toxicity to beet armyworm (Maurya et al., 2020). Some maize (*Zea mays* L.) ecotypes produce a 33 kDa cysteine protease in response to caterpillar feeding that damages the insect intestine, leading to death (Pechan et al., 2002). Several members of the Rubiaceae and Violaceae families produce cyclotides or macrocyclic peptides of 28–37 amino acids that disrupt epithelial cells in the midgut of cotton bollworm (*Helicoverpa armigera*) (Barbeta et al., 2008). Another effective defense compound is the secondary metabolite benzoxazinoids, which are produced in crops, provide resistance against a broad spectrum of pests, and are used as a resistance marker in crops (Robert et al., 2017). Although utilization of toxin variants or combinations of different toxins currently offer some protection against insects, the frequent emergence of insect resistance to many insecticides diminishes the effectiveness of these methods in the ongoing long-term battle to control insect pests (Stokstad, 2001; Tay et al., 2015; Herrero et al., 2016; Naik et al., 2018). Currently, reducing pest resistance has become a major issue in plant protection, and the identification of novel approaches is critical.

Mounting evidence shows that the insect midgut and the peritrophic matrix (PM) structure are the main targets of insecticides (Kuraishi et al., 2011; Song et al., 2018). The PM consists of a mixture of chitin and glycoproteins secreted by intestinal cells that serves as a first and essential barrier to isolate food and intestinal microbes from the intestinal cells of invertebrates such as *Bombyx mori*, *H. armigera*, *Anopheles gambiae*, and *Drosophila melanogaster* (Hegedus et al., 2019; Liu et al., 2019). The PM therefore prevents tissue infections in the midgut of insects (Dinglasan et al., 2009; Erlandson et al., 2019; Hegedus et al., 2019). In fruit fly (*D. melanogaster*), the protein drosocrystallin is a central component of the PM whose loss of function results in a reduction of PM width and an increase in its permeability, leading to higher sensitivity to bacterial infection from intestinal contents (Kuraishi et al., 2011). The mucin-like protein Mucin was reported to locate to the PM and plays important roles as a saliva component involved in the virulence, host adaptation, and immunity response of the brown planthopper (*Nilaparvata lugens*) (Huang et al., 2017; Shangguan et al., 2018). In maize, some cultivars develop a sharp epidermis on their leaf surface that can cause the PM of the fall armyworm (*Spodoptera frugiperda*) to rupture; this was proposed to be one of the mechanisms leading to pest death (Mason et al., 2019). In mosquito *Anopheles coluzzii*, the formation or maintenance of the PM depends on the midgut microbiota, and the PM ruptured when antibiotics were added to the blood meal and killed the microbiota (Rodgers et al., 2017). In agreement, several studies showed that mosquitoes became more susceptible to infections from the *Plasmodium* parasite or dengue viruses when their midgut microbiota was cleared, even though the exact causal mechanism remains elusive (Dong et al., 2009; Wei et al., 2017). Whether the intestinal microbiota has a direct role on PM formation in Lepidoptera has not been addressed.

While characterizing the function of pentacyclic triterpene synthase 1 (PEN1), an important enzyme catalyzing the production of the volatile metabolite DMNT in *Arabidopsis thaliana*, we demonstrate that PEN1 and its derived product DMNT play significant roles in pest control. Our data show that DMNT repels *P. xylostella*, eventually killing larvae by disrupting their PM. We establish that the midgut microbiota is required for this process, and that DMNT damages the PM by repressing the expression of *PxMucin*.

## Results

### DMNT repels and kills *P. xylostella* larvae

While investigating the function of the *A. thaliana* gene *PEN1* (at4g15340), we noticed that *PEN1*-overexpressing transgenic plants exhibited strong resistance to *P. xylostella* infestation (Figure 1A, B), and the *P. xylostella* larvae fed on *35Spro:PEN1* transgenic plants showed significantly lower survival rate than those on the non-transgenic control (Figure 1C). PEN1 has been reported to be a key enzyme in the biosynthesis of the volatile homoterpene DMNT (Sohrabi et al., 2015), which was confirmed by our gas chromatography-mass spectrometry (GC-MS) analysis on *35Spro:PEN1* transgenic plants. DMNT was enriched and could be highly induced by *P. xylostella* infestation (Figure 1—figure supplement 1A–D), suggesting that DMNT might play a role in plant resistance against this chewing insect. To validate this hypothesis, we synthesized DMNT and sprayed the chemical on *Brassica napus* leaves before feeding of *P. xylostella* larvae; this bioassay demonstrated that much less of the DMNT-treated leaves was eaten compared to the control leaves (Figure 1D). To determine if *P. xylostella* larvae sensed DMNT and avoided the volatile chemical, we set up an insect preference test (Figure 1—figure supplement 2). We placed forage containing DMNT or paraffin oil as control at either end of a glass test tube and positioned fourth-instar *P. xylostella* larvae in the center of the tube. As shown in Figure 1E, significantly more larvae moved away from the DMNT side after 10–120 min, indicating that *P. xylostella* larvae perceived and avoided the DMNT (Figure 1E).

**Figure 1.**
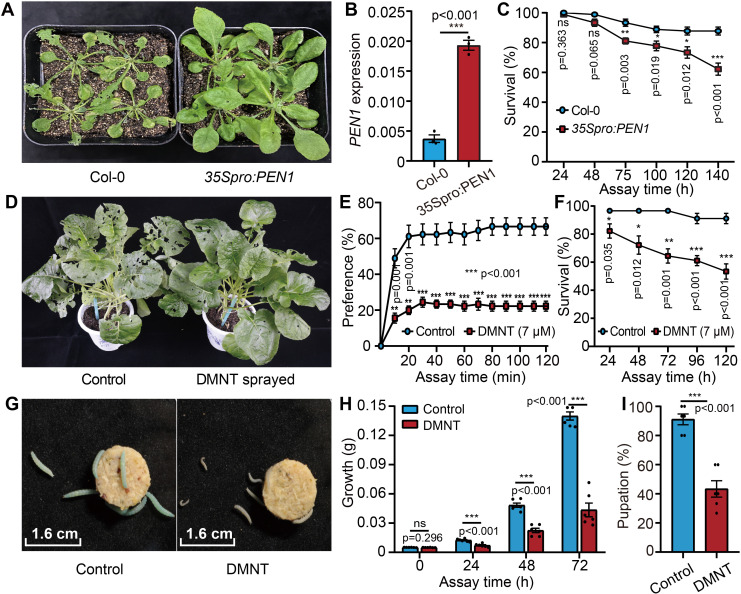
(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) repels and kills *P. xylostella* larvae. (**A**) Pentacyclic triterpene synthase 1 (*PEN1*) overexpression in *A. thaliana* results in high resistance to *P. xylostella* infestation. *PEN1* encodes the key enzyme responsible for DMNT biosynthesis in *Arabidopsis* plants. (**B**) *PEN1* is overexpressed in *35Spro:PEN1* transgenic *Arabidopsis* plants. (**C**) *35Spro:PEN1* transgenic *Arabidopsis* plants cause lower survival of *P. xylostella* than wild type control. (**D**) *B. napus* plants sprayed with DMNT show strong resistance to *P. xylostella* larvae. (**E**) *P. xylostella* larvae can sense and are repelled by DMNT. The preference test system is illustrated in Figure 1—figure supplement 2. (**F**) DMNT treatment significantly lowers the survival of *P. xylostella* larvae. (**G**) Phenotypic comparison between DMNT-fed larvae and control larvae (treated with the DMNT solvent paraffin oil). (**H**) Growth inhibition of *P. xylostella* larvae by DMNT. (**I**) Reduced pupation of *P. xylostella* larvae by DMNT treatment. Error bars represent the standard error of six independent biological replicates, with 15 larvae per replicate. Asterisks indicate significant differences (*p<0.05, **p<0.01, ***p<0.001, ns, not significant; two-tailed unpaired *t*-test). Figure 1—source data 1.(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) repels and kills *P. xylostella larvae*.

**Figure 1—figure supplement 1.**
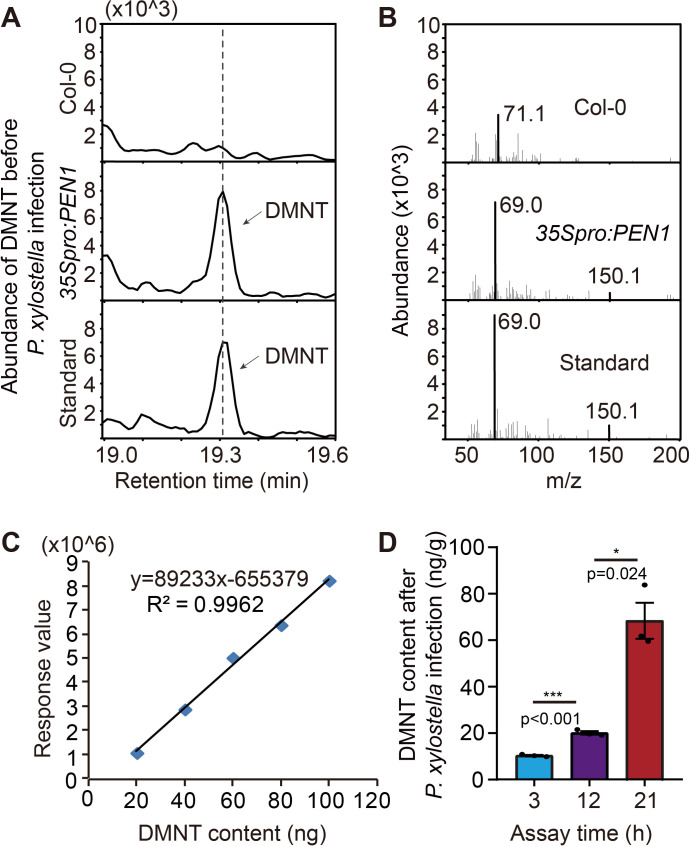
(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) is enriched in *35Spro:PEN1* transgenic *A. thaliana* plants and can be highly induced by *P. xylostella* infestation. (**A**) Gas chromatography-mass spectrometry analysis of DMNT in Col-0 and *35Spro:PEN1* transgenic *A. thaliana* plants. The DMNT standard is shown at the bottom. (**B**) Ionogram traces of DMNT captured from Col-0 and *35Spro:PEN1* transgenic plants. (**C**) A linear standard curve of DMNT quantification, which was dissolved in methanol. (**D**) DMNT in *35Spro:PEN1* transgenic *A. thaliana* plants can be continuously induced by *P. xylostella* infestation for 3–21 hr. Asterisks in (**D**) indicate significant differences (*p<0.05, ***p<0.001; two-tailed unpaired *t*-test). Figure 1—figure supplement 1—source data 1.(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) is enriched in *35Spro:PEN1* transgenic *A. thaliana* plants and can be highly induced by *P. xylostella* infestation.

**Figure 1—figure supplement 2.**
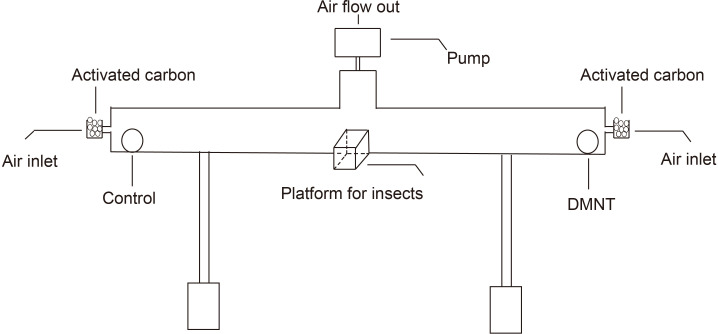
A schematic representation of the principle behind the insect choice test system. The horizontal box indicates the glass test tube. Equal amounts of activated carbon are placed at both ends of the test tube to avoid air contamination. The air flow is generated by an air pump. In all experiments, (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT) and control samples are placed on either end of the glass test tube, while 15 *P. xylostella* larvae are put on the platform located in the center of the test tube for the choice test.

**Figure 1—figure supplement 3.**
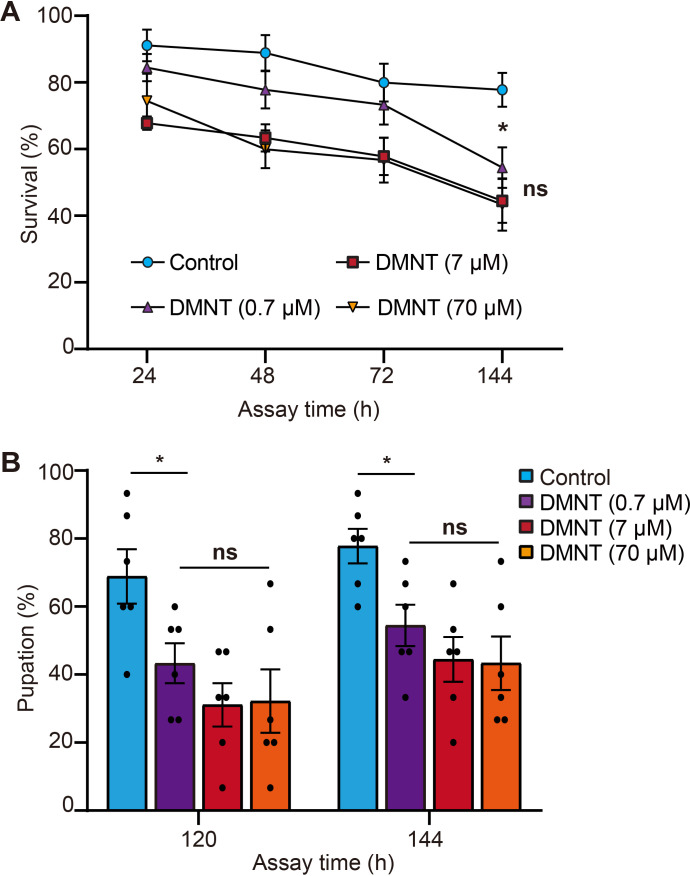
(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) shows a slight dosage-dependent influence on the survival and pupation rates of *P. xylostella* larvae. (**A**) DMNT shows no dosage-dependent effects on the end of survival or pupation (**B**) of *P. xylostella* larvae. Error bars in (**A, B**) represent the standard error of six biological replicates, with 15 larvae per replicate. Asterisks indicate significant differences (*p<0.05; ns, not significant; two-tailed unpaired *t*-test). Figure 1—figure supplement 3—source data 1.(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) shows a slight dosage-dependent influence on the survival and pupation rates of *P. xylostella* larvae.

**Figure 1—figure supplement 4.**
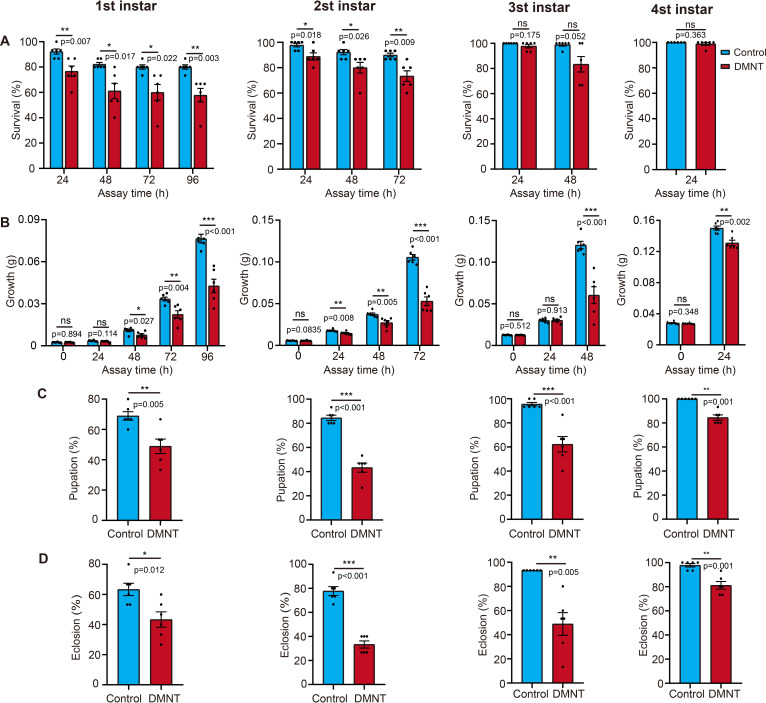
(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) treatment affects *P. xylostella* larvae of different ages. First- to fourth-instar *P. xylostella* larvae were tested. (**A**) Survival rate. (**B**) Body weight. (**C**) Pupation rate. (**D**) Eclosion rate. Error bars represent the standard error of six biological replicates, with 15 *P. xylostella* larvae per replicate. Asterisks indicate significant differences (*p<0.05, **p<0.01, ***p<0.001; ns, not significant; two-tailed unpaired *t*-test). Figure 1—figure supplement 4—source data 1.(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) treatment affects *P. xylostella* larvae of different ages.

**Figure 1—figure supplement 5.**
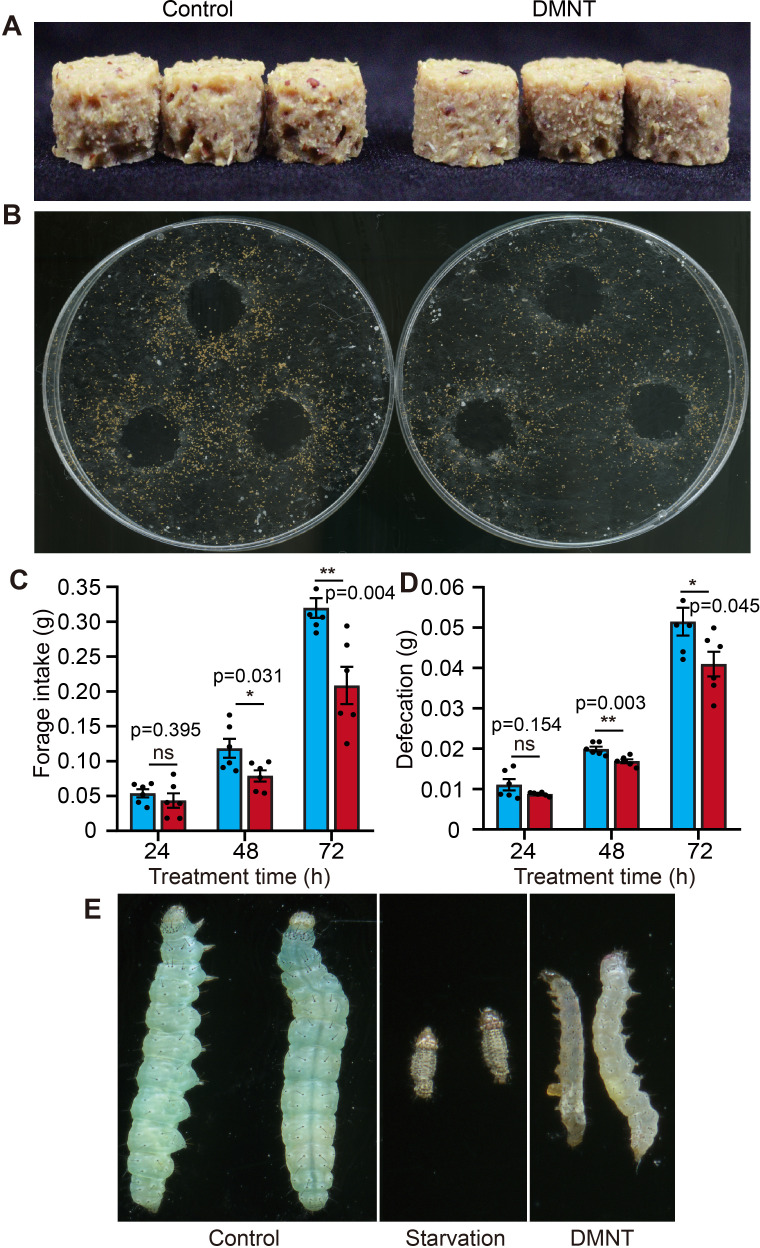
(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) treatment lowers forage intake and defecation of *P. xylostella* larvae. (**A, C**) Reduced forage intake in *P. xylostella* larvae fed with DMNT. (**B, D**) Reduction in defecation of DMNT-fed *P. xylostella* larvae compared to the control. Error bars in (**C, D**) represent the standard error of six biological replicates, each consisting of 15 *P. xylostella* larvae. The same amount of forage was used in all assays. (**E**) The length of DMNT-treated *P. xylostella* is different from that of starved larvae. Asterisks indicate significant differences (*p<0.05, **p<0.01; ns, not significant; two-tailed unpaired *t*-test). Figure 1—figure supplement 5—source data 1.(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) treatment lowers forage intake and defecation of *P. xylostella* larvae.

We next investigated whether this compound was effective at killing pests directly by feeding second-instar larvae with forage containing DMNT or paraffin oil as control and scoring survival rates. Indeed, exposure to DMNT for 48 hr resulted in the death of ~20% of larvae, which increased to 50% after 120 hr; meanwhile, the larva growth and pupation rates were also severely affected (Figure 1F–I). To assess the potential dose dependence of DMNT-mediated lethality on *P. xylostella* larvae, we allowed larvae to feed on forage containing 0.7, 7, or 70 μM DMNT. Although the overall survival and pupation rates of *P. xylostella* larvae significantly decreased at all concentrations, we observed no significant effect of dosage (Figure 1—figure supplement 3A, B), in agreement with results obtained with the root-rot pathogen *Pythium irregulare* (Sohrabi et al., 2015). Considering the fact that DMNT in *A. thaliana* plants can be continuously induced by *P. xylostella* infestation, accumulating to ~70 ng/g after 3–21 hr (Figure 1—figure supplement 1C, D), and in contrast DMNT injected in forage for bioassays will become less due to volatilizing along with the process of experiments, we selected the dosage of 7 μM DMNT for further studies.

We then tested the sensitivity of larvae of different ages to DMNT treatment. Accordingly, we fed first- to fourth-instar larvae with forage containing DMNT, which revealed that DMNT significantly affected all stages of *P. xylostella* larvae tested in these assays, although first- and second-instar larvae had a more pronounced response relative to other stages (Figure 1—figure supplement 4). First-instar *P. xylostella* larvae were very delicate and showed very low pupation and eclosion rates of ~65% even in the controls, making them unsuitable for mechanistic studies (Figure 1—figure supplement 4A–D, left-side row). We therefore chose second-instar larvae as a test system for subsequent experiments.

*P. xylostella* larvae appeared to display significantly lower forage intake and less defecation when treated with DMNT (Figure 1—figure supplement 5A–D), raising the possibility that *P. xylostella* larvae might be dying from starvation. To test this hypothesis, we compared the mortality rates of larvae challenged with either DMNT treatment or starvation (by withholding forage feeding) as a time course. As shown in Figure 2A, DMNT-treated *P. xylostella* larvae died at least 12 hr earlier than those experiencing starvation. In addition, starved larvae had much smaller bodies at the time of death relative to DMNT-treated larvae (Figure 1—figure supplement 5E), indicating that *P. xylostella* larvae were likely quickly poisoned to death by DMNT rather than being killed by DMNT-induced starvation. In light of the growth inhibition of *P. xylostella* larvae by DMNT (Figure 1, Figure 1—figure supplement 4), we hypothesized that the larvae had a reduced ability to digest food in gut and isolated larval midguts after a 48 hr exposure to DMNT to assay the activity of the digestive enzyme lipase, an indicator for digestive capacity (Santana et al., 2017; Hu et al., 2019). When compared to the controls, DMNT-treated larvae showed significantly lower lipase activity, suggesting that their gut function was indeed disrupted (Figure 2B).

**Figure 2.**
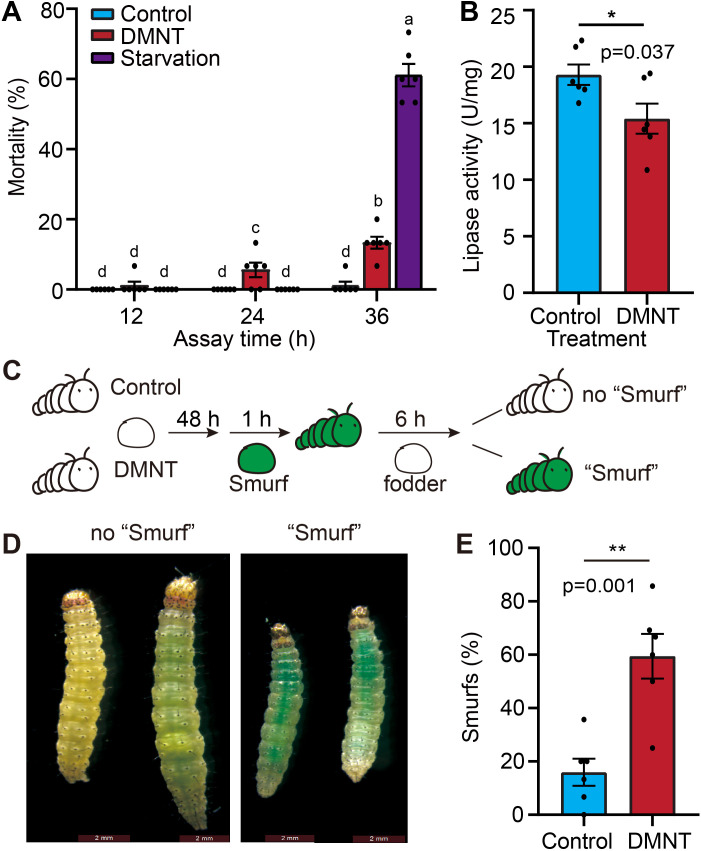
The midgut barrier of *P. xylostella* larvae is damaged by (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT) treatment. (**A**) Larvae die earlier from treatment with DMNT than from starvation. (**B**) Decreased lipase activity in the midgut of *P. xylostella* larvae upon DMNT treatment. (**C**) The principle of the Smurf test. Larvae are fed with forage loaded with the dye erioglaucine disodium salt for 1 hr before returning to normal forage without dye. After 6 hr, the extent of dye retention is monitored. (**D**) Representative images of DMNT-treated larvae showing dye retention, as evidenced by their blue appearance, like the Smurf cartoon character. (**E**) Quantification of results shown in (**D**). The different letters in (**A**) indicate a significant difference (one-way ANOVA). Error bars in (**B, E**) represent the standard error of six independent biological replicates, with 15 larvae per replicate. Asterisks in (**B, E**) indicate significant differences (*p<0.05, **p<0.01, ns, not significant; two-tailed unpaired *t*-test). Figure 2—source data 1.The midgut barrier of *P. xylostella* larvae is damaged by (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT) treatment.

### DMNT treatment damages the midgut barrier of *P. xylostella* larvae

To determine the possible cause of pest death brought upon by DMNT, we carried out the ‘Smurf test’ to assay leakage problems in the midgut of insects. This test uses the blue dye erioglaucine disodium salt; the molecular weight of this dye is 792.85, too big to pass passively through the intestinal barrier, making it a useful tool to reveal the status of epithelium lining in the intestines (Amcheslavsky et al., 2009; Rera et al., 2012; He et al., 2017). We added the dye to forage, allowed larvae to feed for 1 hr, before returning them to forage without dye for 6 hr (Figure 2C). At the end of the feeding period, control larvae had defecated the dye and showed no obvious accumulation of the dye in their body. In contrast, DMNT-treated larvae retained significant amounts of dye in the midgut and the surrounding tissues (Figure 2D), effectively turning the larvae blue, like the Smurf cartoon character. A quantitative assessment of blue (Smurf) and normal (no Smurf) larvae showed that DMNT treatment resulted in three times as many Smurf larvae as no Smurf larvae (Figure 2E). These results suggested that DMNT caused lesions at the larval midgut and resulted in higher permeability.

### The PM is damaged by DMNT

We dissected and isolated larval PM from control and DMNT-treated larvae to perform a comparative analysis of the structure under a stereomicroscope. After DMNT treatment for 48 hr, the PM became thin and loose, whereas the PM of control samples remained intact and plump (Figure 3A, B). To further document the observed midgut damages, we performed transverse sections on larvae treated with DMNT for 24–48 hr. Hematoxylin-eosin (HE) staining revealed that the PM of control larvae was thick and intact (Figure 3C, E), whereas the PM of larvae treated with DMNT for 24 hr was thin and discontinuous in some regions (Figure 3D). This effect became more pronounced after 48 hr of exposure to DMNT as the PM was completely corrupted and the intestinal content got close to the intestine wall, with several enterocyte cells spilling from the epithelial wall (Figure 3F). We validated these results by transmission electron microscopy (Figure 3G, H).

**Figure 3.**
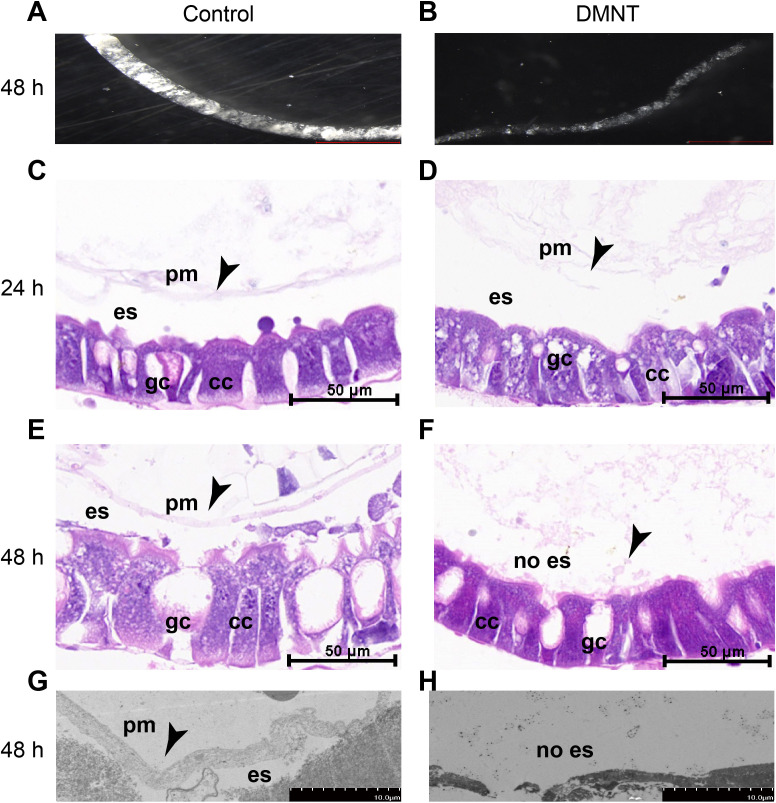
The peritrophic matrix (PM) structure is damaged by (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT) treatment. (**A, B**) PM ultrastructure of control (**A**) and DMNT-fed (**B**) *P. xylostella* larvae for 48 hr. Note the thin and delicate PM in DMNT-fed larvae. (**C–F**) Transverse section and hematoxylin-eosin staining show damage of the PM by DMNT after exposure for 24 hr (**C, D**) and 48 hr (**E, F**). (**G, H**) The PM is damaged by DMNT feeding, as shown by transmission electron microscopy. Arrowheads indicate the PM. es: delimits the ectoperitrophic space; gc: goblet cells; cc: columnar cells. Figure 3—source data 1.The peritrophic matrix (PM) structure is damaged by (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT) treatment.

### DMNT represses the expression of the mucin-like gene *PxMucin*

To investigate the molecular mechanism underlying the function of DMNT function on *P. xylostella* larvae, we performed a whole transcriptome sequencing (RNA-seq) analysis. 

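RNA from the whole body of second-instar larvae was sequenced in 3 control libraries and 3 libraries of larvae treated with DMNT for 12 hr. The methods give 7 μM DMNT for the bioassays of the study and no separate dose for these larvae. Poly(A) RNA was made into libraries in which dUTP marks the strand. The authors cleaned the reads with cutadapt, aligned them to the NCBI reference of P. xylostella with Hisat, and assembled and quantified genes with StringTie. The deposited table gives read counts and FPKM per library for 21946 genes and assembled loci, of which 2191 carry no gene symbol. Whether the counting used the strand is not given in the sources used here, so overlapping and antisense genes can share reads. The total count was 49553028 to 56381123 in the control libraries (median 53402714) and 39853422 to 54671573 in the DMNT libraries (median 47221345). At these depths, the 3 counts that a count of 0 allows correspond to 0.0523 to 0.0782 CPM in a library, for counting error only. For the values beside the conclusions, the counts were scaled by TMM and tested with edgeR's quasi-likelihood test over the 17709 genes with a mean FPKM of at least 0.5. A gene is called higher or lower here at the study's own thresholds, a log2 fold change of at least 1 in size and an unadjusted p under 0.05. The biological coefficient of variation between libraries was 29.0%. The first principal component held 30.4% of the variance and the second 24.5%, and the control and DMNT libraries overlapped on both. The number of larvae behind each library is not stated, so the p-values measure only the spread between these samples.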

Compared with the control, after 12 hr DMNT treatment, there were 189 genes differentially expressed with a minimum cutoff of twofold change; among these 189 genes, 62 were upregulated and 127 were downregulated (Supplementary file 1). 

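After 12 hr of DMNT, 154 genes passed the study's thresholds, 65 of them higher and 89 lower than in the control. LOC105382741, described as a zinc finger C2HC domain-containing protein, rose from 3.44 ± 0.196 to 24.0 ± 2.97 CPM (SD, n = 3 libraries each), and was higher in every DMNT library. Its log2 fold change was 2.80 (standard error 0.18, adjusted p = 0.00214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Several enzymes fell, among them 4-coumarate--CoA ligase 1-like (LOC105385837), a member of the acyl-activating enzymes, with a log2 fold change of -2.38 (standard error 0.62). Cytosolic serine hydroxymethyltransferase (LOC105381763), which feeds folate-bound carbon into nucleotide synthesis, fell from 118 ± 11.3 to 54.0 ± 17.0 CPM (SD, n = 3 each), a log2 fold change of -1.13 (standard error 0.23), which was -0.93 without DMNT replicate 1. The glycine-rich shematrin-like proteins LOC105392910 and LOC105398079 fell by 1.82 (standard error 0.50) and 1.70 (standard error 0.43) on the log2 scale, and as both carry the same description they may share reads. WD repeat-containing protein 48 homolog (LOC105391036), a cofactor of deubiquitinating enzymes, rose by 1.16 (standard error 0.22), and by 0.68 with limma on log2(FPKM + 1), under the fold threshold. With limma on log2(FPKM + 1) the values of LOC105382741 and LOC105385837 were 1.74 and -1.25, still past the thresholds. Of the 154 genes, 16 higher and 44 lower ones carry a description other than uncharacterized.

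**Figure D1:**
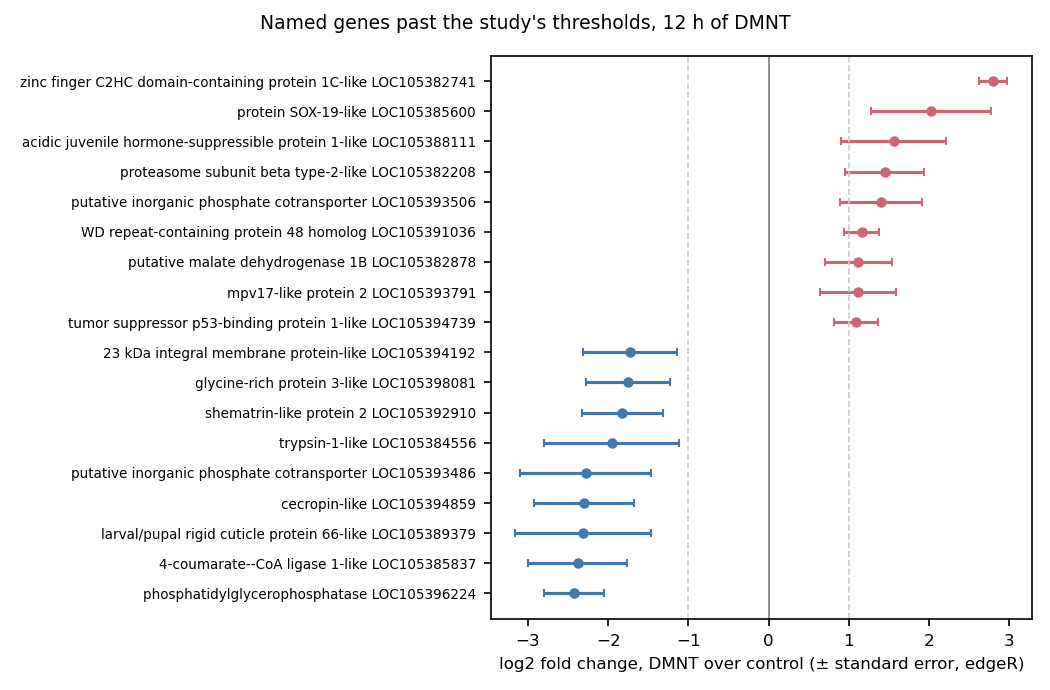
Log2 fold change of DMNT over control, with a standard error derived from edgeR's F statistic. Shown are described genes with the largest rises (red) and falls (blue) among those past the study's thresholds (dashed lines at -1 and 1) whose DMNT and control libraries do not overlap. LOC105398202, at 0 in every control library, and LOC105397690, with 2 counts in the DMNT libraries, are left out. LOC105382741 stands highest, at 2.80.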

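Several loci had reads in every library of one group and 0 in every library of the other. An assembled locus at LOC105388017 had 0 counts in the control libraries and 2310, 4354 and 3134 counts in the DMNT libraries, at least 3780-fold higher against a limit of 3 counts over the control group (adjusted p = 0.00214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The annotated gene of that symbol, counted separately, had 0 to 4 counts. Counts summed over the locus, that gene and the loci of adjoining number in the assembly had a log2 fold change of only 0.29 (standard error 0.13). The locus numbered just before it had 4562 to 5292 counts in the control libraries and 2486 to 4583 in the DMNT libraries, not scaled for depth. Reads counted under a neighbour in the control libraries are therefore not excluded. Lysine-specific demethylase 3A-A (LOC105398202), a histone-modifying enzyme, had 0 counts in the control libraries and 104 to 138 in the DMNT libraries, at least 137-fold higher. The uncharacterized LOC105391754 had 111 to 137 counts in the control libraries and 0 in the DMNT libraries, at least 109-fold lower. With the control 1, control 2 and DMNT 1 libraries set against the rest, a locus at 0 in 3 libraries had at least 2049 counts in each of the others. At an adjusted p under 0.05, edgeR's quasi-likelihood test called 2 genes, LOC105382741 and the locus at LOC105388017, while DESeq2 called 23 and edgeR's exact test 18. With the replicate number as a block the same quasi-likelihood test called 0, so neither of those calls holds there, and 897 genes had an unadjusted p under 0.05. At an unadjusted p under 0.05 there were 608 genes, 310 higher and 298 lower, where chance alone gives 885. The groups did not overlap in 8.37% of the genes tested, where chance gives 10%. Without control replicate 2, control replicate 3 or DMNT replicate 2 the genes past the study's thresholds were 259, 238 and 271, and without control replicate 1 the split was 115 higher and 79 lower, and without control replicate 3 it was 128 and 110, where all libraries give 65 and 89. The genes at an adjusted p under 0.05 were 5 without control replicate 1, 3 without control replicate 2, 5 without DMNT replicate 1, 7 without DMNT replicate 2 and 4 without DMNT replicate 3.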

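Of the 154 genes past the study's thresholds, 48 carry a KEGG pathway in the deposited annotation, and they fall in 59 of the 290 pathways tested. In tyrosine metabolism 2 of 43 genes changed. Fumarylacetoacetase-like (LOC105394266), which catalyses the last step of tyrosine breakdown, fell by 1.00 on the log2 scale (standard error 0.18), and by 0.95, 0.92 and 0.96 without control replicate 1, control replicate 3 and DMNT replicate 3, under the fold threshold. Acidic juvenile hormone-suppressible protein 1-like (LOC105388111), a storage protein that the annotation places with the tyrosinases, rose by 1.56 (standard error 0.65), and did not pass without DMNT replicate 1 (1.58) or DMNT replicate 3 (1.18). For the wax pathway, the fatty acyl-CoA reductase LOC105395169, an enzyme that makes fatty alcohols, fell by 1.51 (standard error 0.47). LOC105395531, annotated to the same enzyme, fell by 1.53 (standard error 0.52), and did not pass without control replicate 3, DMNT replicate 1 or DMNT replicate 3 (-1.16, -1.26 and -1.26), and was at -2.32 without DMNT replicate 2. In carbon metabolism, the cytosolic serine hydroxymethyltransferase fell and LOC105382741, described as a zinc finger protein and placed there by the deposited annotation, rose. Proteasome subunit beta type-2-like (LOC105382208) rose by 1.45 (standard error 0.49), and did not pass without control replicate 1 (1.40), control replicate 2 (1.35) or DMNT replicate 1 (0.93). Among longevity regulation genes, RB1-inducible coiled-coil protein 1-like (LOC105382697), a protein of autophagy, fell by 1.21 (standard error 0.48), and by 0.84 and 0.86 without control replicate 2 and DMNT replicate 1, when it did not pass. Superoxide dismutase (LOC105383122), which removes superoxide, fell by 1.12 (standard error 0.36), and by 0.66 and 0.95 without control replicate 3 and DMNT replicate 1, under the fold threshold. With limma on log2(FPKM + 1) LOC105394266, LOC105388111, LOC105395531, LOC105382208, LOC105382697 and LOC105383122 did not pass, and LOC105395169 was at -1.0, at the threshold. The calls of LOC105388111, LOC105382208, LOC105382697 and LOC105383122 ended with limma and array weights as well, those of LOC105388111 and LOC105382697 with limma on log2(FPKM + 0.01), that of LOC105394266 with quantile normalization, that of LOC105388111 with robust spread, and those of LOC105394266 (-0.99) and LOC105388111 (1.69) with the replicate number as a block.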

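In purine metabolism 4 of 243 genes fell, namely nucleoside-diphosphatase uda-1 (LOC105386376), trypsin-1-like (LOC105384556) and a pair of larval/pupal rigid cuticle proteins (LOC105389378 and LOC105389379). Trypsin-1-like, by name a protease, is placed there by the deposited annotation. The cuticle proteins, structural parts of the exoskeleton, are annotated there to a subunit of RNA polymerase and fell by 2.45 (standard error 0.81) and 2.31 (standard error 0.85) on the log2 scale. The gene uda-1 fell by 1.81 (standard error 0.73), and by 0.40 without control replicate 3, and it did not pass without DMNT replicate 1, 2 or 3 either (-1.53, -1.97 and -2.0). Trypsin-1-like fell by 1.96 (standard error 0.84), and did not pass without control replicate 1, 2 or 3 (-1.89, -2.07 and -1.92) or DMNT replicate 1 or 2 (-2.32 and -2.35). LOC105389378 did not pass without control replicate 3 (-2.0) or DMNT replicate 1 (-2.05), and LOC105389379 did not without control replicate 1 (-2.28), control replicate 3 (-1.84) or DMNT replicate 2 (-2.51). The call of trypsin-1-like ended with the replicate number as a block (-2.26), with no filter and with limma on log2(FPKM + 1) or log2(FPKM + 0.01), that of uda-1 with every limma setting and robust spread, that of LOC105389378 with quantile normalization and that of LOC105389379 with robust spread. By a one-sided Fisher's exact test over the 7038 tested genes with a pathway, 6 pathways had an unadjusted p under 0.05 and 0 had a Benjamini-Hochberg adjusted p under 0.05. The smallest p, 0.00284 (adjusted p = 0.823 by Fisher's exact test with Benjamini-Hochberg adjustment), was that of the pathway named MicroRNAs in cancer. Its 3 genes past the thresholds were the Dicer genes LOC105395928 and LOC105393274, which fell, and the transcription factor gene SOX-19-like (LOC105385600), which rose. SOX-19-like stood at 0.038 to 0.136 CPM in the control libraries, near the limit set by depth, and rose by 2.02 (standard error 0.75). It did not pass without control replicate 1 or 2 or DMNT replicate 1 or 3, with no filter, or with limma on log2(FPKM + 1). With the genes called by DESeq2 or by edgeR's exact test, 0 pathways passed as well, and limma's camera over the pathways called 1, named Aflatoxin, which was lower (adjusted p = 0.0324 with Benjamini-Hochberg adjustment, and adjusted p = 0.982 with an estimated correlation). With limma and quantile normalization 1 pathway passed, tyrosine metabolism, with 4 of 43 genes (adjusted p = 0.0364 by Fisher's exact test with Benjamini-Hochberg adjustment). Without control replicate 2 there were 4 pathways past an adjusted p of 0.05. Without DMNT replicate 2 there was 1, again tyrosine metabolism, with 5 of 43 genes.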

Enrichment analysis at the Kyoto Encyclopedia of Genes and Genomes indicated that these differentially expressed genes belonged to more than 20 different metabolic pathways, including tyrosine, purine and carbon metabolism, proteasome, wax, and longevity regulation, which coincide with the developmental defects of *P. xylostella* larvae (Figure 4—figure supplement 1). 

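The libraries hold whole-body RNA at 12 hr, whereas the paper reports lower PxMucin by qRT-PCR, with midgut RNA, after a longer treatment. The values here do not test that later midgut result. At 12 hr, PxMucin (LOC105381635), described as mucin-2-like, stood at 49.7 ± 10.3 CPM in the control libraries and 42.2 ± 7.59 in the DMNT libraries (SD, n = 3 each). Its log2 fold change was -0.23 (standard error 0.20), -0.39 without control replicate 1, -0.09 without control replicate 3, -0.09 without DMNT replicate 1 and -0.02 with limma and array weights, and the groups overlapped (exact permutation test, two-sided, p = 0.4, where the smallest p that these libraries allow is 0.1). Each DMNT library lay below the control library of the same number, and with the number as a block edgeR's unadjusted p was 0.107 in place of 0.287, where an exact permutation within the numbers cannot give a p below 0.25. Of 27 genes of the peritrophic matrix and of mucins, listed before the data were examined, 0 passed the study's thresholds, 17 had a log2 fold change below 0 and 10 above it. Without control replicate 3, a row that joins mucin-19-like with cuticle protein 16.5 (LOC105391292 and LOC105391271) passed the thresholds as higher (1.20). It was at 0.70 with all libraries, and its rise cannot be assigned to the mucin. By edgeR's quasi-likelihood test, 0 of them had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. Mucin-17 (LOC105394481) had a log2 fold change of -0.54 (standard error 0.41) and mucin-5AC-like (LOC105392527) one of -0.40 (standard error 0.18). Peritrophin-1 (LOC105386546) and peritrophin-1-like (LOC105381868), chitin-binding proteins of the matrix, had log2 fold changes of -0.16 (standard error 0.22) and 0.01 (standard error 0.18). The median over the list was -0.10 (adjusted p = 0.360 by limma's camera with Benjamini-Hochberg adjustment over 33 lists). Of 15 genes of chitin metabolism, whose enzymes make and remodel the chitin of the matrix, 0 passed the study's thresholds, 1 had an unadjusted p under 0.05, and the median was -0.13 (adjusted p = 0.712 by the same camera test with Benjamini-Hochberg adjustment), while 2 were higher without control replicate 2 or with limma and array weights and 1 was lower with no filter. The genes of both lists were measured far above the limit set by depth, and DESeq2 and edgeR's exact test did not call PxMucin either.

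**Figure D2:**
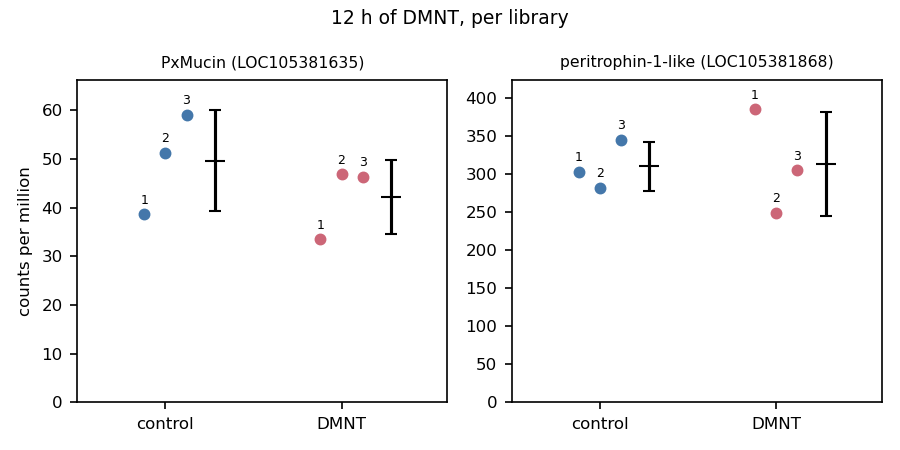
CPM of PxMucin and of peritrophin-1-like in each library after 12 hr (points, numbered by replicate), with the mean and SD of 3 libraries (bars). The DMNT libraries lie between 33.5 and 46.9 for PxMucin, inside or just below the range of the control libraries, 38.6 to 59.1.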

A gene *PxMucin*, encoding a mucin-like protein, caught our attention as its protein was reported to accumulate in the PM (Sarauer et al., 2003; Israni and Rajam, 2017; Figure 4A). After DMNT treatment for 48 hr, *PxMucin* transcript levels were significantly downregulated compared to control larvae (Figure 4B, C). We then synthesized double-stranded RNA (dsRNA) designed against *PxMucin* using an in vitro transcription technique and fed *P. xylostella* larvae with *A. thaliana* leaves coated with this dsRNA to induce RNA interference (RNAi) of the target gene in the insect gut (Figure 4A, Supplementary file 2). This dsRNA significantly downregulated endogenous *PxMucin* in the dsRNA-fed larvae (Figure 4D, E) and resulted in a significant reduction in growth, survival, and pupation rates, as well as lighter larval bodies (Figure 4F–I). Furthermore, transverse sections of dsRNA-fed larvae indicated that the PM structure became thin and disappeared in some regions (Figure 4J, K), observations that were similar to the DMNT-treated larva (Figure 3), suggesting that DMNT may disrupt the PM partially through the repression of *PxMucin* expression.

**Figure 4.**
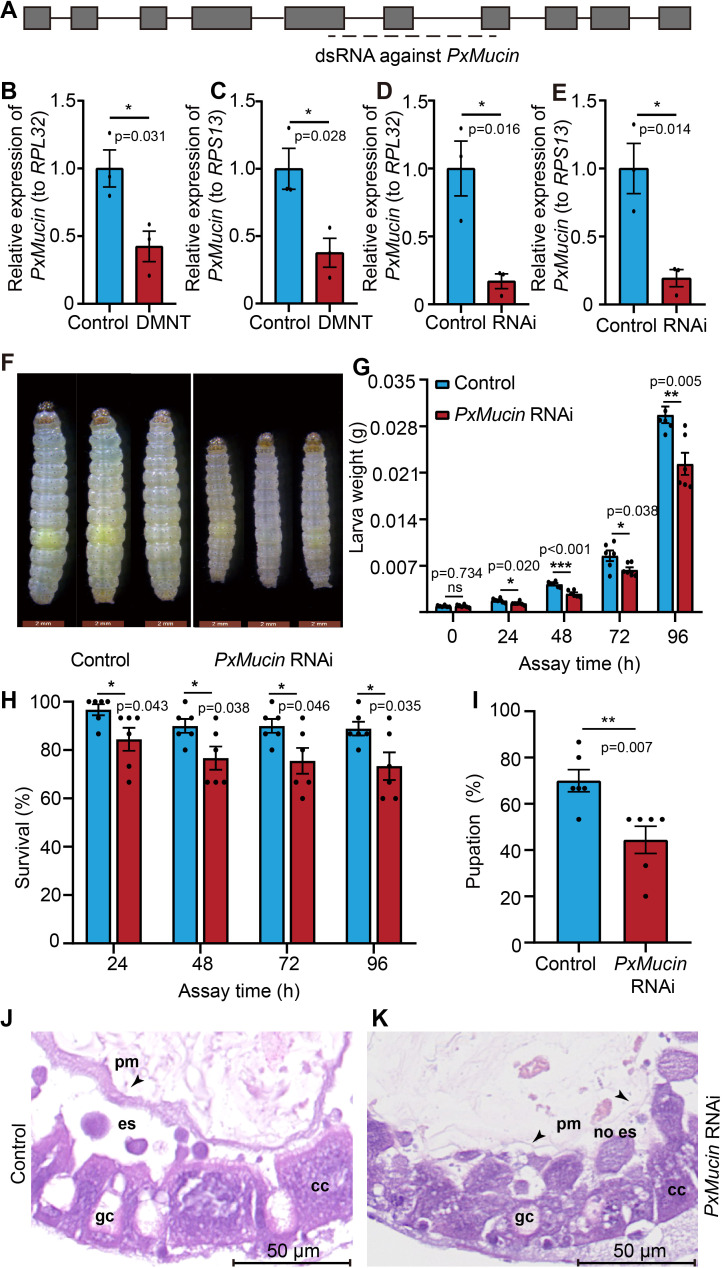
(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) disrupts the peritrophic matrix (PM) structure of *P. xylostella* larvae via repression of the mucin-like gene *PxMucin*. (**A**) Gene structure of *PxMucin*. Boxes represent exons, and horizontal lines represent introns. The horizontal dashed line indicates the targeted regions by double-stranded RNA (dsRNA). (**B, C**) DMNT treatment downregulates the expression of *PxMucin*. (**D, E**) Successful RNA interference (RNAi) of *PxMucin* by dsRNA feeding. (**F–I**) Larvae fed with dsRNA against *PxMucin* show impaired body development (**F**), weight (**G**), survival (**H**), and pupation (**I**) rates. (**J, K**) PM structure from control larvae (**J**) and larvae-fed *PxMucin* dsRNA (**K**). Note how *PxMucin* dsRNA feeding phenocopies DMNT treatment. Error bars in (**B–E**) represent the standard error of three independent biological replicates, with 30 *P. xylostella* larvae per replicate. Error bars in (**G–I**) represent the standard error of six independent biological replicates, with 15 *P. xylostella* larvae per replicate. Asterisks indicate significant differences (*p<0.05, **p<0.01, ***p<0.001, ns, not significant; two-tailed unpaired *t*-test). Figure 4—source data 1.(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) disrupts the peritrophic matrix (PM) structure of *P. xylostella* larvae via repression of the mucin-like gene *PxMucin*.

**Figure 4—figure supplement 1.**
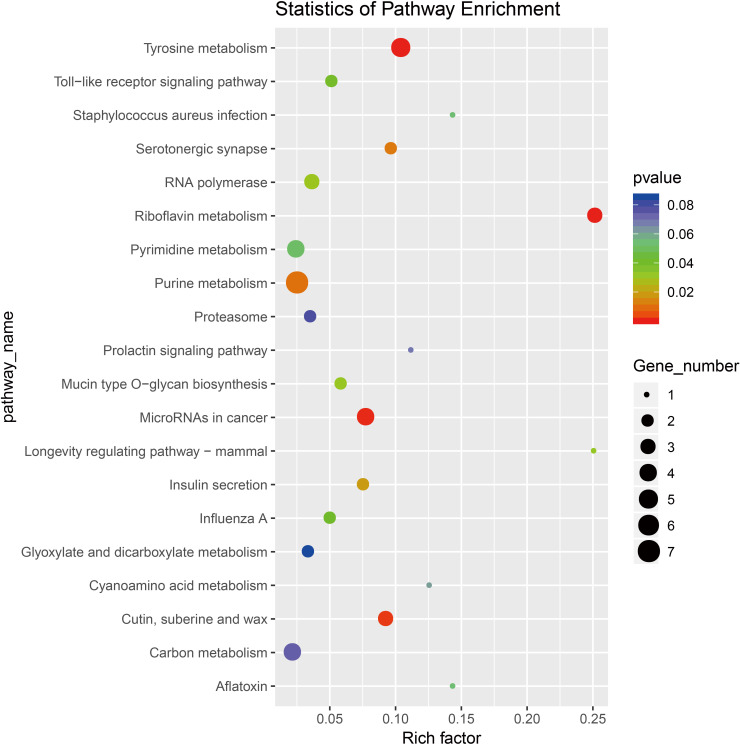
Transcriptomic analysis of the differentially expressed genes in the *P. xylostella* larva after (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT) treatment at 12 hr. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the pathway enrichment from the differently expressed genes after DMNT treatment is shown.

**Figure 4—figure supplement 2.**
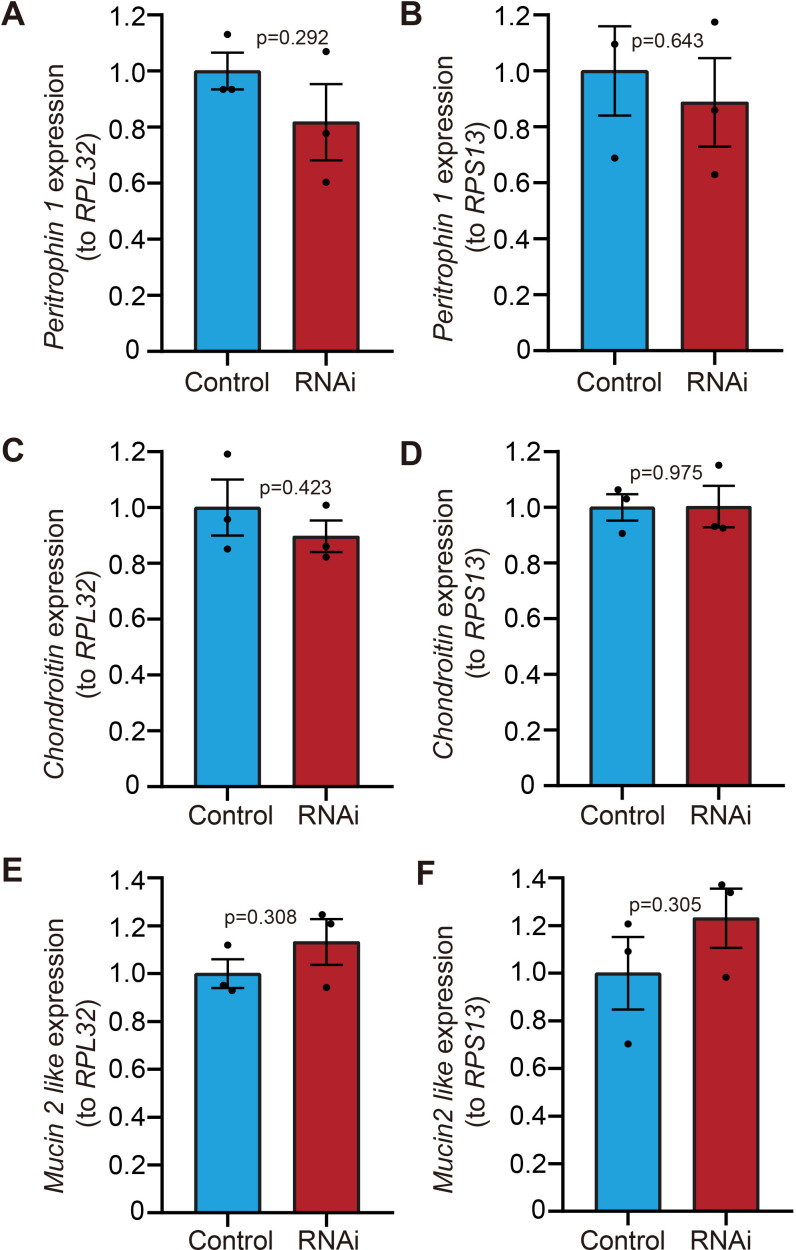
The expression of three *PxMucin* homologs is not significantly influenced by the double-stranded RNA (dsRNA) treatment. (**A, B**) *Peritrophin 1 like*. (**C, D**) *Chondroitin*. (**E, F**) *Mucin 2 like*. *RPL32* and *RPS13* were used as internal control Fu et al., 2013 for qRT-PCR. Error bars represent the standard error of three biological replicates. p values of statistical tests are shown in figures (two-tailed unpaired *t*-test). Figure 4—figure supplement 2—source data 1.The expression of three *PxMucin* homologs is not significantly influenced by the double-stranded RNA (dsRNA) treatment.

In addition, to check if the dsRNA treatment downregulates other possible genes except for *PxMucin*, we used the amino acid sequence of PxMucin to search for its homologs from NCBI protein database and detected three genes, *peritrophin 1 like* (LOC105381868), *chondroitin proteoglycan 2 like* (LOC119693213), and *mucin 2 like* (LOC105395714), which have 37%, 55%, and 36% protein homology with PxMucin, respectively. The followed qRT-PCR analysis showed that there was no significant difference in the expression levels of these three genes between the dsRNA-treated and non-treated control (Figure 4—figure supplement 2). These results suggest that the dsRNA against *PxMucin* likely has low off-target, and the developmental defects of the dsRNA-treated *P. xylostella* larvae were mainly caused by the downregulation of *PxMucin*.

### Gut microbes are essential for DMNT function

Previous research reported that the microbiota of the mosquito midgut is essential for the maintenance of PM integrity (Rodgers et al., 2017). To test whether antibiotics have similar effect on *P. xylostella* PM and larva development, we added an antibiotic cocktail into forage, which effectively decreased the midgut microbiota (Figure 5—figure supplement 1). We therefore fed second-instar larvae with forage laced with antibiotics. In contrast to the results obtained in mosquito, antibiotic treatment had no significant influence on the survival or pupation rates of *P. xylostella* larvae (Figure 5A, B). Consistent with this observation, transverse section and HE staining indicated that the PM was intact even after the removal of the midgut microbiota by the antibiotic cocktail, suggesting that the formation and/or maintenance of the *P. xylostella* PM are not dependent on the midgut microbiota (Figure 5—figure supplement 2).

**Figure 5.**
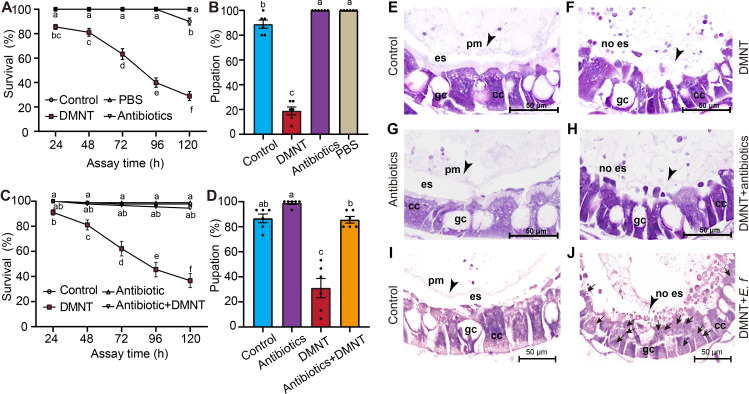
Microbes in the midgut are indispensable for (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT)-mediated killing of *P. xylostella* larvae. (**A, B**) Removal of the microbiota by antibiotics alone has no influence on larval survival (**A**) or pupation rates (**B**). DMNT treatment was used as a control. (**C, D**) Removal of the microbiota by treatment with antibiotics eliminates the adverse DMNT-mediated effects on the survival (**C**) and pupation (**D**) rates of larvae. (**E–H**) Comparison of peritrophic matrix (PM) structure in control larvae (**E**), larvae treated with DMNT alone, (**F**) or in combination with antibiotics (**H**). Note the disruption of the PM, whereas treatment with the antibiotic cocktail alone has no effects (**G**). (**I, J**) *Enterococcus faecalis* (*E. f*) can invade midgut cells when the PM is disrupted by DMNT treatment (**J**), but is restricted within the PM in controls (**I**). Arrows indicate *E. f* cells stained with dye. Arrowheads indicate the PM. es: delimits the ectoperitrophic space; gc: goblet cells; cc: columnar cells. The different letters in (**A–D**) indicate a significant difference (one-way ANOVA). Figure 5—source data 1.Microbes in the midgut are indispensable for (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT)-mediated killing of *P. xylostella* larvae.

**Figure 5—figure supplement 1.**
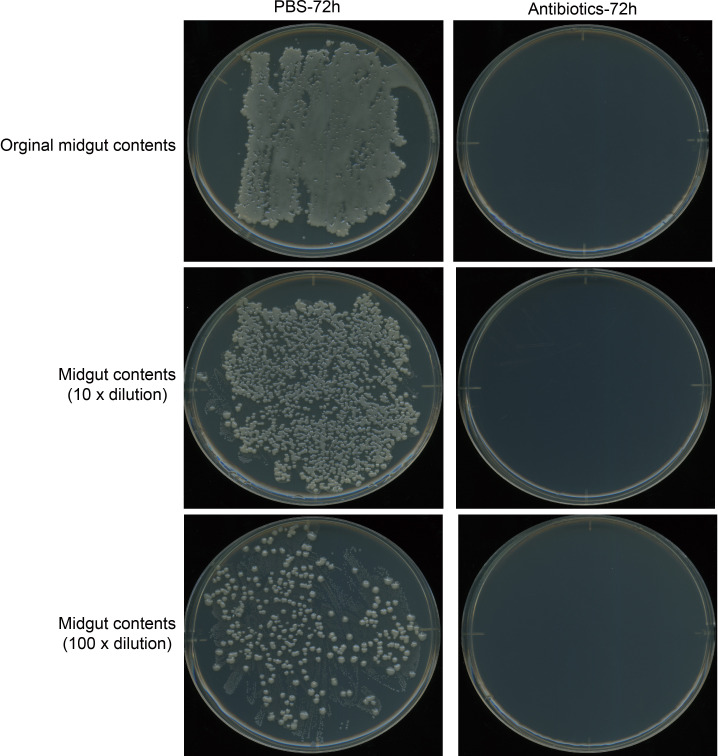
The midgut microbiota is completely killed by the antibiotic cocktail. Multiple replicates were carried out with the same concentrations of antibiotics added to forage to feed *P. xylostella* larvae, with similar results. The antibiotic cocktail contains 100 kU/mL penicillin, 100 mg/mL streptomycin, and 50 mg/mL gentamycin.

**Figure 5—figure supplement 2.**
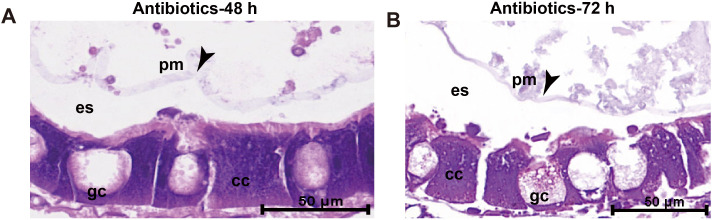
Treatment with antibiotics does not influence the integrity of peritrophic matrix (PM) structures. (**A**) 48-hr treatment with antibiotics. (**B**) 72-hr treatment with antibiotics. Arrowheads indicate the PM. es: delimits the ectoperitrophic space; gc: goblet cells; cc: columnar cells. The antibiotic cocktail contains 100 kU/mL penicillin, 100 mg/mL streptomycin, and 50 mg/mL gentamycin. Figure 5—figure supplement 2—source data 1.Treatment with antibiotics does not influence the integrity of peritrophic matrix (PM) structures.

To test whether midgut microbes contribute to DMNT-induced insect death, we next exposed larvae to a combination of antibiotics and DMNT. Our results indicated that the effects of DMNT on *P. xylostella* were completely abolished upon the addition of antibiotics (Figure 5C, D, Figure 5—figure supplement 1). These results also raised the possibility that the loss of DMNT toxicity following antibiotic treatment extended to protection of the PM structure against DMNT-induced damage. We therefore carried out transverse sections and HE staining of treated larvae to test this hypothesis. Quite on the contrary, the midgut section showed a similarly damaged PM structure upon treatment with either DMNT alone, or with the combination of DMNT and antibiotics, suggesting that an active population of gut microbiota contributes to the DMNT-induced PM damage that kills larvae, but that gut microbiota do not directly affect the PM (Figure 5E–H). In addition, we determined that the midgut microbiota could pass the PM barrier and invade midgut cells more easily when the PM was damaged by DMNT compared to controls (Figure 5I, J).

### DMNT causes an imbalance in the gut microbe populations

We further investigated the composition of the internal microbiota within the midgut system upon DMNT treatment. A principal component analysis of midgut microbes based on 16S ribosomal DNA sequencing indicated that the DMNT treatment significantly disturbed the microbiota composition in the midgut of *P. xylostella* larvae (Figure 6A, B, Figure 6—figure supplement 1), with the abundance of 18 phyla, such as proteobacteria and firmicutes, showing strong changes after DMNT treatment (Figure 6A). As an example, the firmicutes bacterium *Enterococcus* was enriched around 85-fold in DMNT-treated larvae relative to the control (Figure 6B, Figure 6—figure supplement 2, Supplementary file 3).

**Figure 6.**
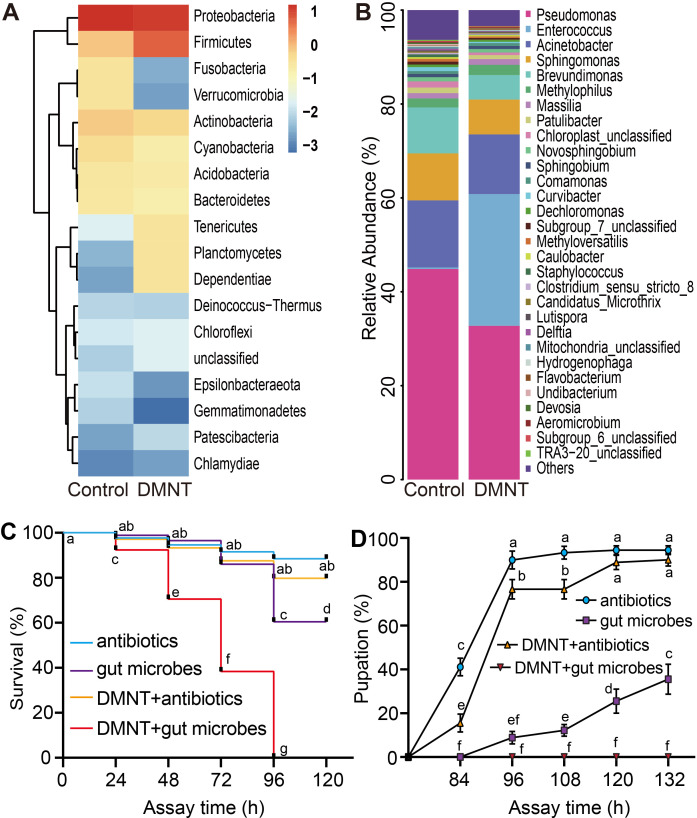
The microbiota composition of *P. xylostella* larvae midgut is affected by (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT) treatment. (**A**) Relative abundance of 18 phyla in response to DMNT treatment. (**B**) Effect of DMNT treatment on *Enterococcus* microbial populations. (**C, D**) Feeding with gut microbes decreases the survival (**C**) and pupation (**D**) rates of larvae treated with DMNT. Error bars represent the standard error of six independent biological replicates, with 15 *P. xylostella* larvae each. The different letters in (**C, D**) indicate a significant difference (one-way ANOVA). Figure 6—source data 1.The microbiota composition of *P. xylostella* larvae midgut is affected by (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT) treatment.

**Figure 6—figure supplement 1.**
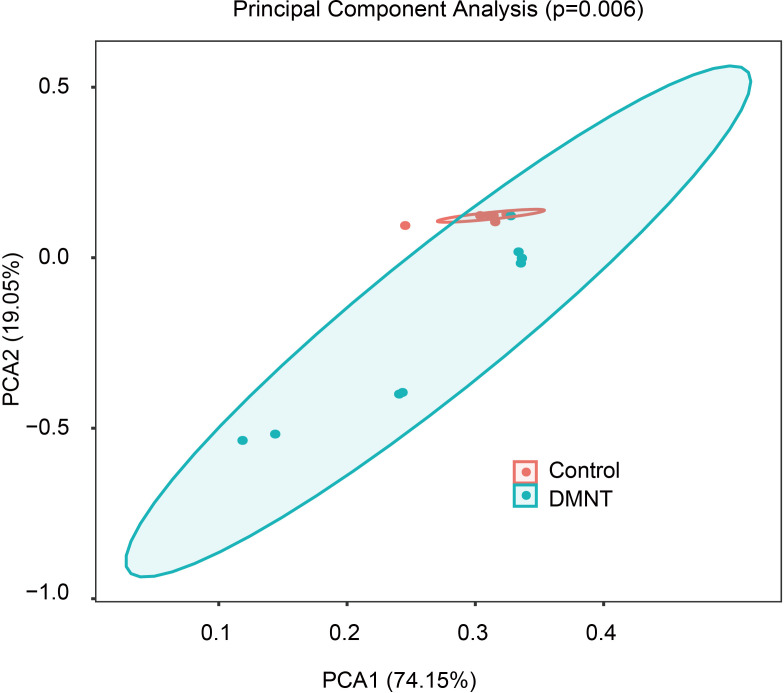
(3E)-4,8-Dimethyl-1,3,7-nonatriene (DMNT) affects the abundance of microbiota populations in the midgut of *P. xylostella* larvae. Principal component analysis of the 16S rDNA sequencing results. DMNT-treated samples cluster separately from control samples (p=0.006).

**Figure 6—figure supplement 2.**
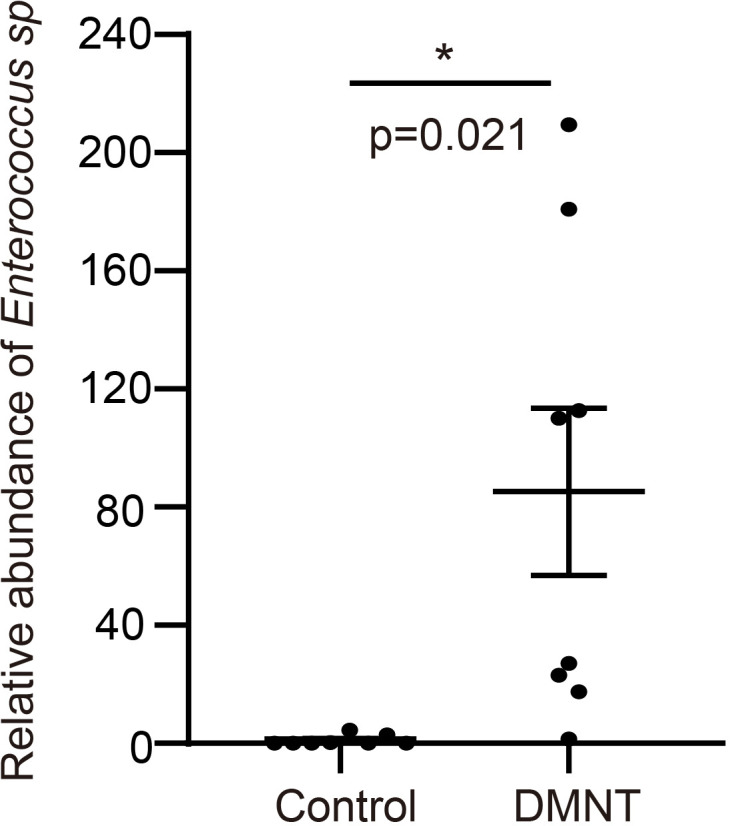
*Enterococcus* sp. was enriched around 85-fold in (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT)-treated larvae than the control larvae. Asterisks indicate significant differences (*p<0.05; two-tailed unpaired *t*-test). Figure 6—figure supplement 2—source data 1.*Enterococcus* sp. was enriched around 85-fold in (3E)-4,8-dimethyl-1,3,7-nonatriene (DMNT)-treated larvae than the control larvae.

**Figure 6—figure supplement 3.**
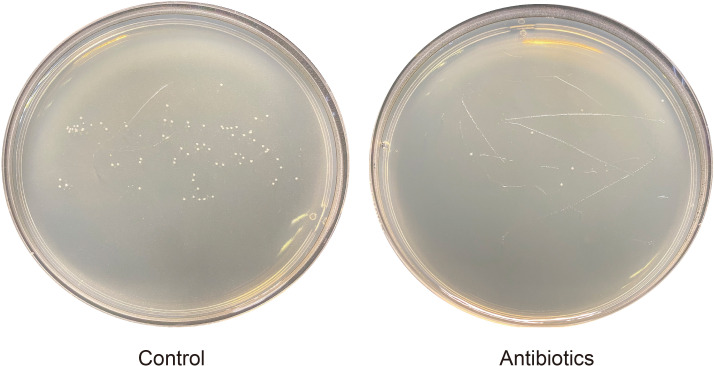
The gut microbiota from second-instar *P. xylostella* larvae were nearly killed by the antibiotic cocktail. The antibiotic cocktail contains 100 kU/mL penicillin, 100 mg/mL streptomycin, and 50 mg/mL gentamycin. Figure 6—figure supplement 3—source data 1.The gut microbiota from second-instar *P. xylostella* larvae were nearly killed by the antibiotic cocktail.

**Figure 6—figure supplement 4.**
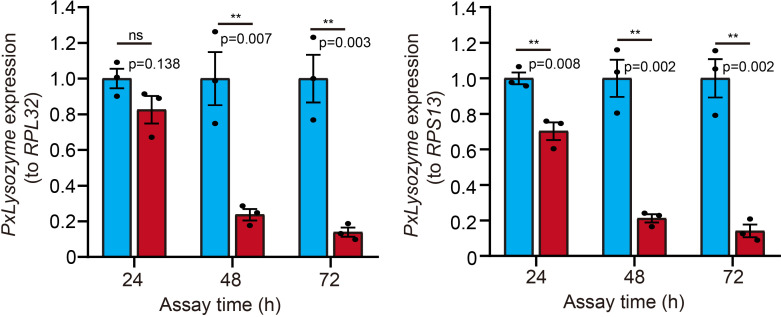
*PxLysozyme* expression was downregulated from 48 to 72 hr. Error bars represent the standard error of three independent biological replicates, with 30 *P. xylostella* larvae per replicate. Asterisks indicate significant differences (**p<0.01, ns, not significant; two-tailed unpaired *t*-test). Figure 6—figure supplement 4—source data 1.*PxLysozyme* expression was downregulated from 48 to 72 hr.

To further explore the role of the midgut microbiota in the context of DMNT-induced killing of *P. xylostella* larvae, we performed additional experiments such as providing gut microbes in forage as a pathogen. To prepare second-instar ‘antibiotics-treated’ *P. xylostella* larvae, we inoculated larval eggs on plastic paper and put it close to forage containing antibiotics to ensure the larvae could eat antibiotics immediately after hatching; we found that when the larvae grew to second instar stage, the microbiota in gut were nearly killed by the antibiotic cocktail (Figure 6—figure supplement 3). Without DMNT, gut microbe feeding significantly decreased the survival or pupation rates of the larvae compared with the antibiotics-treated controls, and strikingly the addition of gut microbes alongside DMNT strongly enhanced the effects of DMNT treatment, all larvae died at 120 hr, and no larvae pupated in the end (Figure 6C, D). In addition, we detected the gene expression level of an immune factor lysozyme. RT-PCR results showed that the *lysozyme* expression of larvae gut was significantly downregulated from 48 to 72 hr after DMNT treatment, suggesting that DMNT-treated larvae had a weakened ability to resist pathogen invasions (Figure 6—figure supplement 4).

## Discussion

The insect *P. xylostella* is a devastating agricultural pest that causes tremendous economic loss globally and drives an excessive use of chemical insecticides; moreover, it is increasingly exhibiting resistance to these insecticides (Tay and Gordon, 2019). Thus, the identification of natural insecticides is very important for sustainable agriculture. In this study, we present strong evidence that the natural plant compound DMNT can serve as an effective bioinsecticide against *P. xylostella*. DMNT exposure damages the PM structure in a microbiota-assisted manner, partially by repressing the expression of *PxMucin*.

Increasing studies showed that plant volatiles can enhance the resistance of adjacent plants. For instance, tomatoes release green leaf alcohol (Z)-3-hexenol after insect infestation, which are converted into glycosides after being absorbed by neighboring plants, and cause direct damages to insects (Sugimoto et al., 2014). Another plant volatile indole was reported to show direct toxicity to insects, and it can regulate the balance between insects, their natural enemies, and host plants (Veyrat et al., 2016; Ye et al., 2018). DMNT exists in various plant species, and different aspects of this compound have been studied, such as DMNT biosynthesis in plants, as well as that DMNT plays a role in signal transmission to neighbor plants after being attacked by insects (Sohrabi et al., 2015; Richter et al., 2016; Liu et al., 2018), but these studies largely focused on its indirect role in plant protection (Mumm et al., 2008; Li et al., 2018; Liu et al., 2018; Meents et al., 2019; Jing et al., 2020). Indeed, whether (and how) DMNT plays a direct role in killing pests has remained unknown until now. Our data demonstrate that DMNT affects *P. xylostella* pests both in indirect and direct ways. The preference test indicated that DMNT is a volatile that can be sensed by *P. xylostella* larvae and repels these larvae (Figure 1E). This characteristic is critical and suggests that DMNT can be used as an insect repellent, driving pests away from plants following application.

In addition to repelling *P. xylostella*, DMNT treatment also significantly negatively affected *P. xylostella* growth (Figure 1—figure supplement 5E) and eventually led to lower survival and pupation rates (Figure 1F, Figure 1I, Figure 1—figure supplement 4), suggesting that this compound has both short- and long-term effects on pest development and reproduction. Meents and colleagues reported that the growth of *Spodoptera litura* showed no significant change after feeding with DMNT (20 μL, 1 mg/mL) for 10 days (Meents et al., 2019). In our study, as shown in Figure 1—figure supplement 4, the older instar larvae with larger body weight showed relatively higher tolerance to DMNT treatment. We hypothesize that probably *S. litura* is more tolerant to DMNT because it has quite a large body size, thus no clear effect was observed in Meents’ study. In mosquitoes, PM integrity appears to require an intact midgut microbiota; this can be compromised by antibiotic treatment, leading to PM damage and higher susceptibility to infection (Rodgers et al., 2017). Our data show that the midgut microbiota is essential for DMNT function as its complete removal with antibiotics eliminates DMNT-induced larval death. However, in contrast to mosquitoes, the microbiota itself does not influence the PM structure or *P. xylostella* development (Figure 5A–D, E, G; Rodgers et al., 2017), suggesting that the midgut microbiota may play an assistant, but nevertheless essential, role in helping DMNT kill *P. xylostella*, similar to studies of the insecticide peptides from *B. thuringiensis* (Caccia et al., 2016).

We propose the following model: upon damage incurred by the PM in response to DMNT exposure (Figure 3), pathogens residing in the midgut pass through the PM lesions and invade midgut epithelial cells, leading to infection and tissue inflammation. In support of this hypothesis, we detected more pathogens in the midgut cells of larvae treated with DMNT in transverse sections (Figure 5I, J), and the lipase activity in DMNT-treated larvae was significantly reduced (Figure 2B). Furthermore, the analysis of microbiota populations showed that DMNT treatment severely affected the midgut environment, causing a reduction in the dominant bacterial populations seen in controls, whereas *Enterococcus* populations substantially increased (Figure 6A, B, Figure 6—figure supplement 2). Several terpenoid compounds have recently been reported to selectively modulate the *Arabidopsis* root microbiota (Huang et al., 2019). It suggests that plants may regulate microbial communities by releasing volatile compounds. Consistently, in the present study, we also found that DMNT has a significant influence on gut microbiota populations in *P. xylostella* system (Figure 6A, B, Figure 6—figure supplement 1), but the mechanism needs to be studied in the future.

Disruption of the PM component drosocrystallin led to PM damage and larval death in *D. melanogaster* (Kuraishi et al., 2011). Here, we determined that DMNT repressed the expression of *PxMucin*, which encodes a component of *P. xylostella* PM structure. RNAi-based knockdown of this gene led to a defect in the PM structure, lower pupation rate, and larval death (Figure 4), suggesting that DMNT may damage the PM and affect pest growth by regulating several signaling pathways related to PM formation rather than through a simple physical interaction with the PM. However, we cannot rule out the possibility that DMNT may limit *P. xylostella* development in multiple ways, for instance, by affecting the expression of genes involved in larval development or immunity (Figure 4—figure supplement 1), which will be an important research direction in the future to elucidate the biological function of DMNT.

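After 12 hr of DMNT, 3 of 8 genes of antimicrobial peptides and lysozymes were lower at the study's thresholds and 0 were higher. Other settings gave 1 to 4 lower and 0 higher. The list was fixed before the data were examined, but the top of Supplementary file 1 had been seen by then. Of its members the paper's text names lysozyme and no cecropin, so the list's direction is not fully independent evidence. The 3 lower genes are all cecropins, peptides that lyse bacteria. As they carry the same description they may share reads. LOC105394859 fell from 13.9 ± 11.7 to 2.81 ± 1.14 CPM (SD, n = 3 each), a log2 fold change of -2.31 (standard error 0.63), and of -1.40 without control replicate 3, and did not pass with limma and array weights (-1.17). The cecropin LOC105394860 fell by 1.13 on the log2 scale (standard error 0.38), and did not pass without control replicate 1 (-0.59) or DMNT replicate 3 (-0.99), nor with limma on log2(FPKM + 1). The cecropin LOC105397888 fell by 1.49 (standard error 0.52), and did not pass without control replicate 2 (-1.37), control replicate 3 (-1.15), DMNT replicate 1 (-1.45) or DMNT replicate 3 (-1.19), nor with limma and array weights. Its groups overlapped, with 2.895 CPM in control replicate 1 and 3.856 CPM in DMNT replicate 2. By edgeR's quasi-likelihood test 1 gene of the list passed when adjusted over the list alone and 0 over all genes. The median over the list was -0.75 (adjusted p = 0.000348 by limma's camera with Benjamini-Hochberg adjustment, and adjusted p = 0.389 with an estimated correlation), and it was -0.20 without control replicate 3, -1.26 without DMNT replicate 2 and -0.45 without DMNT replicate 3. With limma and array weights the list did not pass (median -0.25, adjusted p = 0.206 by camera with Benjamini-Hochberg adjustment), and the median was -0.40 with limma on log2(FPKM + 1), -1.14 with a mean FPKM of at least 2 and -0.37 with genes with a 0 left out. Of 34 genes of immune recognition and signalling 2 fell and 0 rose, with a median of -0.05 (adjusted p = 0.189 by camera with Benjamini-Hochberg adjustment, and -0.16 and 0.00615 with no filter), and other settings gave 0 to 3 lower. Beta-1,3-glucan-binding protein-like (LOC105390015), a sensor of microbial sugars, fell by 1.14 (standard error 0.34), and by 0.98 without DMNT replicate 3, and did not pass with limma on log2(FPKM + 1) or with limma and array weights. Toll-like receptor 3 (LOC105390974) fell by 2.56 (standard error 0.98), but its level was 23.0 CPM in control replicate 1 and at most 2.21 elsewhere, and it fell by 0.32 without that library and did not pass without DMNT replicate 1 (-2.30) or DMNT replicate 3 (-2.51), nor with the replicate number as a block (-1.45), robust spread, quantile normalization or limma on log2(FPKM + 1), log2(FPKM + 0.1) or log2(FPKM + 0.01).

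**Figure D3:**
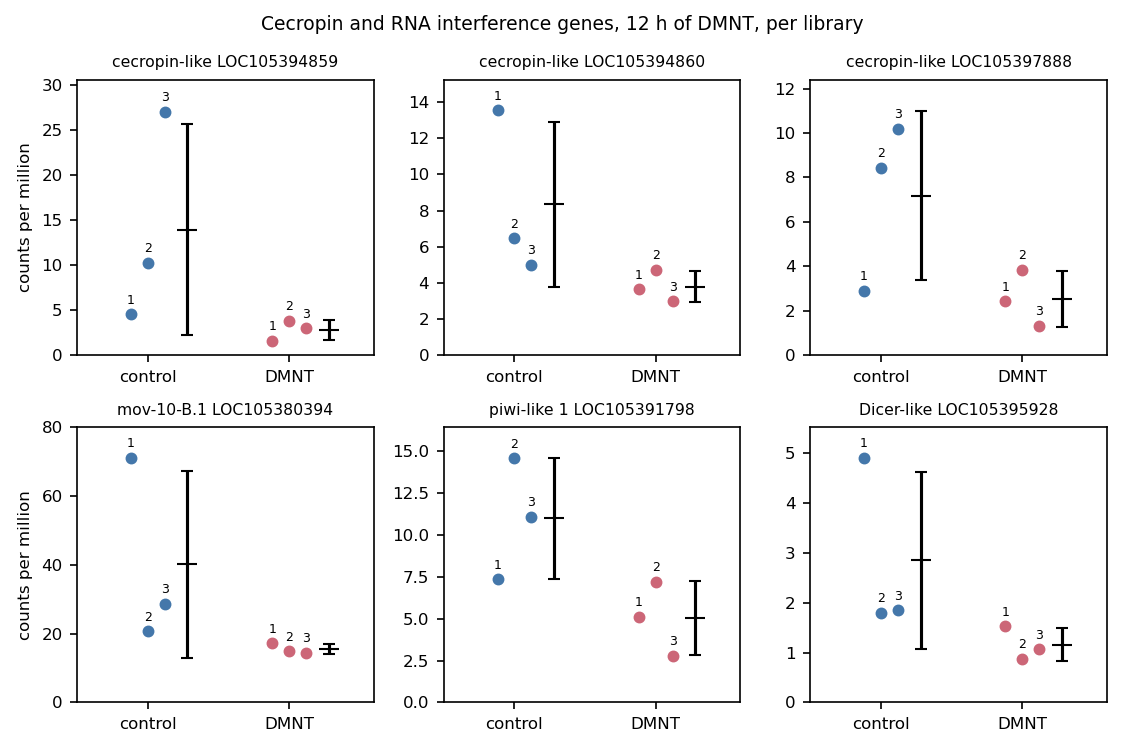
CPM of cecropin and RNA interference genes in each library after 12 hr (points, numbered by replicate), with the mean and SD of 3 libraries (bars). For LOC105394859 the DMNT libraries lie between 1.59 and 3.84 and the control libraries between 4.57 and 27.0.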

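Of 11 genes of RNA interference, which works through small RNAs in antiviral defence and in the control of transposons, 4 fell and 0 rose. Other settings gave 1 to 7 lower. The list was written after Supplementary file 1 had been seen, so its direction is not independent evidence. The helicase mov-10-B.1 (LOC105380394) fell by 1.37 on the log2 scale (standard error 0.42), and by 0.67 without control replicate 1, under the fold threshold. Piwi-like protein 1 (LOC105391798) fell by 1.12 (standard error 0.37), and did not pass without control replicate 2 (-0.88) or DMNT replicate 3 (-0.84), nor with limma on log2(FPKM + 1) or with array weights. The Dicer-like gene LOC105395928 fell by 1.30 (standard error 0.46), and did not pass without control replicate 1 (-0.66), DMNT replicate 2 (-1.13) or DMNT replicate 3 (-1.25), nor with limma on log2(FPKM + 1) or quantile normalization. The Dicer gene LOC105393274 fell by 1.13 (standard error 0.41), and by 0.45 without control replicate 1. The counts summed over the 4 Dicer genes, which may share reads, fell by 1.17 (standard error 0.43), and by 0.42 without control replicate 1. The median over the list was -0.96 (adjusted p = 6.43e-08 by limma's camera with Benjamini-Hochberg adjustment, and adjusted p = 0.389 with an estimated correlation), -0.45 without control replicate 1 and -0.60 with limma on log2(FPKM + 1). In control replicate 1 the list's median lay 0.72 above the mean of all libraries on the log2 scale, the highest of the 6. With control 1, control 2 and DMNT 3 set against the rest, a split that mixes the treatments, the list's median was -0.79. With edgeR's quasi-likelihood test, 0 genes of this list passed when adjusted over the list alone, and 7 had an unadjusted p under 0.05.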

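For larval development, 0 of 43 genes of juvenile hormone and ecdysone, the hormones that time molting, passed the study's thresholds (1 was lower with limma and array weights), with a median log2 fold change of 0.01 (adjusted p = 0.901 by limma's camera with Benjamini-Hochberg adjustment) and 0 genes at an unadjusted p under 0.05 by edgeR's quasi-likelihood test. Of 18 glycine-rich structural proteins, also listed with Supplementary file 1 in view and so not independent evidence, 4 fell and 0 rose, and the same 4 is the number that passed in edgeR's quasi-likelihood test when adjusted over the list alone. Other settings gave 4 to 7 lower and 0 or 1 higher. The 4 include glycine-rich protein 3-like (LOC105398081), which fell by 1.75 (standard error 0.52) and by 1.13 without control replicate 1, and glycine-rich cell wall structural protein 1.8 (LOC105392918), which fell by 1.39 (standard error 0.33). The median over this list was -0.58 (adjusted p = 0.00112 by camera with Benjamini-Hochberg adjustment, and adjusted p = 0.389 with an estimated correlation), -0.52 without control replicate 1 (adjusted p = 0.0536 by camera with Benjamini-Hochberg adjustment) and -0.37 without control replicate 3. With limma on log2(FPKM + 1), log2(FPKM + 0.1) or log2(FPKM + 0.01) or with quantile normalization the list did not pass (adjusted p = 0.0530, 0.100, 0.108 and 0.0565 by camera with Benjamini-Hochberg adjustment). Of 99 cuticle proteins 2 fell and 0 rose, but 9 fell without control replicate 2 and 7 rose and 0 fell without control replicate 3, and the median of -0.10 did not pass (adjusted p = 0.360 by camera with Benjamini-Hochberg adjustment). That median turned to 0.19 without control replicate 3 and 0.15 without DMNT replicate 1, and was -0.32 without control replicate 2 and -0.32 without DMNT replicate 3, each past an adjusted p of 0.05. The paper does not rule out that DMNT also affects genes of larval development or immunity, and leaves it to later work.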

In conclusion, we described the interplay between the natural metabolite DMNT, midgut microbiota, and insect host death. The ability of DMNT to affect the PM structure and kill insect pests requires the assistance of the microbiota from the insect midgut and may represent a general phenomenon in other organisms that explains how the intestinal microbiota is prevented from infecting their hosts.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Arabidopsis thaliana*)	*PEN1*	Sohrabi et al., 2015	At4g15340 (Tair)	*35Spro:PEN1-Nos* construction
*Gene* (*Plutella xylostella*)	*PxMucin*	Sarauer et al., 2003; Israni and Rajam, 2017	LOC105381635(NCBI)	qRT-PCR assay
Strain, strain background (*Enterococcus* sp.)	*Enterococcus faecalis* (*E. f*)	This paper	ATCC29212 (http://www.bncc.org.cn/)	Gram staining
Commercial assay or kit	T7 RiboMAX express RNAi synthesis kit	This paper	Promega, catalog number P1700	Double-stranded RNA synthesis
Commercial assay or kit	Lipase activity	This paper	Jiancheng Company (http://www.njjcbio.com, catalog: A054-1-1)	Lipase enzyme activity assay
Chemical compound, drug	Dye erioglaucine disodium salt	Amcheslavsky et al., 2009; Rera et al., 2012; He et al., 2017	Sigma-Aldrich, cas: 3844-45-9, molecular weight: 792.85, color index number 42090	‘Smurf’ treatment
Chemical compound, drug	Antibiotic cocktail	Rodgers et al., 2017	Solarbio, P1410	Killing gut microbes
Chemical compound, drug	DMNT	Huang and Yang, 2007		Chemical synthesis of DMNT
Software, algorithm	SPSS	SPSS	RRID:SCR_002865	statistical analyses
Other	Polydimethylsiloxane solid phase micro-extraction (SPME) fibers	Sohrabi et al., 2015	100 μm, DVB/CAR/PDMS, Supelco, Inc, Bellefonte, PA	Collection of volatile compounds

### Plant materials and growth conditions

*A. thaliana* Col-0 seeds were ordered from Nottingham Arabidopsis Stock Centre (http://arabidopsis.info), and *B. napus* seeds were ordered from Wuhan Weimi Company. These plants were grown under a long-day photoperiod (16 hr light/8 hr dark) at 22℃. LED light intensity was set as 153 μmol m^–2^ s^–1^. Humidity was set at 70%. Also, 3-week-old *A. thaliana* seedlings and 5-week-old *B. napus* were used for bioassays.

### Generation of transgenic *Arabidopsis* plants overexpressing *PEN1*

The *PEN1* (at4g15340) coding region was amplified by PCR from a cDNA of the Col-0 accession and ligated into the pLGNL-35S vector after digestion with appropriate restriction enzymes. The vector places *PEN1* transcription under the control of the Cauliflower mosaic virus (CaMV) 35S promoter and uses the nopaline synthase (Nos) terminator. The *35Spro:PEN1-Nos* construct was introduced into *Agrobacterium* (*Agrobacterium tumefaciens*) strain GV3101 and transformed into Col-0 plants by the floral dipping method. We selected transformants using hygromycin (20 mg/mL) in Murashige and Skoog (MS) medium without sucrose, and the stable T3 lines were used for bioassays.

### GC-MS of DMNT in *35Spro:PEN1* transgenic plants

Three-week-old *A. thaliana* seedlings grown on Murashige and Skoog growth medium (MS-glucose) were used for DMNT measurement. The plant growth condition is: long-day photoperiod (16 hr light/8 hr dark), at 22°C. One-gram seedlings were weighed and transferred into 50 mL glass bottles. Volatile compounds were collected with polydimethylsiloxane solid phase micro-extraction (SPME) fibers (100 μm, DVB/CAR/PDMS, Supelco, Inc, Bellefonte, PA) for 1 hr at room temperature with a headspace absorption method. Volatile compounds were released by heating at 250°C for 5 min and detected in gas chromatography (Agilent 7890A)-mass spectrometry (Agilent 5975C) platform. The machine was set as: air flow: 1 mL/min, temperature gradient: 5°C/min, from 40°C to 220°C (2 min hold), 20°C/min, from 220°C to 240°C (2 min hold). The separated compounds were analyzed with NIST11 mass spectrometer. DMNT was dissolved in methanol and analyzed with the same procedure as a comparison standard. Col-0 was used as a control for the analysis on *35Spro:PEN1* transgenic plants. To test the DMNT content in *P. xylostella*-infested plants, we used *35Spro:PEN1* transgenic plants that were infested with second-instar *P. xylostella* larvae for 3 to 21 hr.

### RNA-seq analysis

Total RNA from the whole body of second-instar *P. xylostella* larva was extracted with TRIzol RNA preparation method (Invitrogen, CA) and quantified and qualified with NanoDrop ND-1000 spectrometer (NanoDrop, Wilmington, DE). RNA intactness was inspected with Bioanalyzer 2100 (Agilent, CA) and Agarose electrophoresis method. The RNA samples with required quality (concentration >50 ng/μL, RIN >7.0, OD260/280 > 1.8, total RNA >1 μg) were used for further experiments. Poly(A) RNA was purified twice with oligo(dT) magnetic beads (Dynabeads Oligo(dT), catalog number 25-61005, Thermo Fisher). The purified mRNA was fragmented with NEBNextR Magnesium RNA Fragmentation Module kit (catalog number E6150S) at 94°C for 5–7 min. The fragmented RNA was reverse-transcribed with Invitrogen SuperScript II Reverse Transcriptase (catalog number 1896649) to synthesize first-strand cDNA. *Escherichia coli* DNA polymerase I (NEB, catalog number m0209) and RNase H (NEB, catalog number m0297) were used to synthesize second-strand cDNA. During the synthesis, dUTP Solution (Thermo Fisher, catalog number R0133). cDNA was ligated to adaptors and then digested with UDG enzyme (NEB, catalog number m0280). DNA Library was prepared with PCR method. High-throughput sequencing was performed in Lianchuan Company with illumina Novaseq 6000 platform following normal DNA sequencing procedures (http://www.lc-bio.com/). The raw data generated by sequencing were preprocessed, using cutadapt to filter out unqualified sequences to obtain clean data, and then proceed to the next step of analysis. The specific processing steps are as follows: (1) remove the adapter (Adaptor) of reads; (2) remove reads that contain N (N means that the base information cannot be determined) more than 5%; (3) remove low-quality reads (the number of bases with a quality value Q ≤ 10 accounts for 20% of the entire read above); (4) count the original sequencing amount, effective sequencing amount, Q20, Q30, GC content, and conduct a comprehensive evaluation. Then use Hisat to compare the preprocessed Valid Data with reference genome (https://www.ncbi.nlm.nih.gov/genome/11570?genome_assembly_id=40127). Reads Per Kilobase of exon model per Million mapped reads (RPKM) or Fragments Per Kilobase of exon model per Million mapped reads (FPKM) were used to measure the abundance of gene expression. Finally, we used edgeR to perform difference analysis on the genes assembled and quantified by StringTie (the threshold of significant difference is |log2foldchange| ≥ 1, p<0.05).

### Insects and bacteria

The eggs of *P. xylostella* were purchased from Henan Jiyuan Baiyun Company in China (http://www.keyunnpv.cn/) and incubated in a growth chamber set to 26°C, 16 hr light/8 hr dark. The hatched larvae were fed with commercial forage until a specific stage, as specified in the text, and transferred to bioassay tests.

*Enterococcus faecalis* ATCC29212 was purchased from the BeNa Culture Collection in China (http://www.bncc.org.cn/) and cultured in growth medium (in 100 mL medium: 0.3 g beef paste, 1.0 g peptone, and 0.5 g NaCl) at 37°C according to the company’s instructions.

### Preference test of *P. xylostella* larvae upon DMNT treatment

We designed an in-house insect preference test device to measure the preference of *P. xylostella* larvae (Figure 1—figure supplement 2). Forage, containing the indicated amounts of DMNT and the solvent paraffin oil, was placed at each end of the glass test tube. Along with the air flow generated by a pump (1 mL/min), we placed 15 *P. xylostella* larvae in the center of the test tube for each assay. After 10–120 min, the number of larvae that had moved to either end of the glass tube were scored and compared to determine larvae preferences. To avoid any influence from the experimental setup, we swapped the DMNT and control paraffin oil positions in half of our assays. All assays were repeated at least six times with consistent results.

### No-choice test of *P. xylostella* larvae

Except when testing different concentrations of DMNT, all bioassays in this study used 7 μM DMNT and second-instar *P. xylostella* larvae. For each assay, we performed six independent replicates, each consisting of 15 larvae. The experiments were carried out in clear Petri dishes wrapped with surgical tape (3M Micropore) for air ventilation. Within each dish, we placed three forage blocks (diameter 1.5 cm, height 0.8 cm) and added 15 μL of 0.1 mg/mL DMNT dissolved in paraffin oil (Sigma) as solvent on top of each block to bring the final DMNT concentration in forage to 7 μM. The same volume of paraffin oil was used as controls. After different lengths of DMNT exposure, the survival, body weight, pupation, and eclosion data were collected and compared.

### Lipase enzyme activity assay in *P. xylostella* larva midguts

The entire midguts of 90 *P. xylostella* larvae were isolated by hand and quickly frozen in liquid nitrogen. Lipase activity was assayed with a commercial kit from Jiancheng Company (http://www.njjcbio.com, catalog: A054-1-1) according to the manufacturer’s instructions with a spectrophotometer. Briefly, the substrate buffer was warmed to 37°C before the assays. The midguts of *P. xylostella* larvae were homogenized in 25 μL homogenization solution and transferred into 25 μL buffer #4 and 2 mL pre-warmed substrate buffer. The mixture was quickly moved to a spectrophotometer to check the absorbance (A1) at 420 nm. The mixture was then transferred to a water bath set to 37°C for incubation. After 10 min, the mixture was transferred to the spectrophotometer to measure the absorbance (A2). As a control, 2 mL substrate solution was mixed with 50 μL 0.9% NaCl solution for absorbance measurement at 420 nm (As). Enzyme activity was calculated according to the equation: [(A1–A2)/As]×(454 µmol/L)×[reaction volume (2.05 mL)/sample volume (0.025 mL)]/reaction time (10 min)/protein concentration of sample (gprot/L).

### Starvation test of *P. xylostella* larvae

Second-instar *P. xylostella* larvae were selected randomly for DMNT and starvation tests in separated Petri dishes. DMNT dissolved in paraffin oil was injected into forage, and the same amount of paraffin oil was put into the Petri dishes for starvation test. After 12–36 hr, the mortality of *P. xylostella* larvae was monitored and recorded.

### Antibiotic cocktail treatment of *P. xylostella* larvae

We prepared a cocktail of antibiotics by mixing penicillin, streptomycin, and gentamycin at the working concentration of 1 kU/mL, 1 mg/mL, and 0.5 mg/mL, respectively. Forage blocks were immersed in an antibiotic cocktail solution for 30 s, air-dried and fed to second-instar *P. xylostella* larvae with or without DMNT in specific experiments. To test whether bacteria were killed by the antibiotic cocktail, we dissected the midgut from *P. xylostella* larvae 72 hr after treatment under sterile conditions and transferred the tissues into 1 mL LB medium for a 48 hr incubation at 37°C. The 30 μL culture was then spread onto LB plates containing no antibiotics for growth at 37°C for 48 hr, after which we determined bacterial growth. Before dissecting guts, the surface of whole larva body was disinfected with 75% ethanol. To prepare second-instar ‘antibiotics-treated’ *P. xylostella* larva caterpillars, we first inoculated larval eggs on plastic paper and put it close to forage containing antibiotics to ensure the larvae could reach and eat antibiotics immediately after hatching. To test whether bacteria were killed by the antibiotic cocktail, we dissected the midgut from second-instar *P. xylostella* larvae and transferred the tissues into 50 μL LB medium, then spread it on LB solid medium for incubation overnight at 37°C. All experiments were performed in a sterile hood to avoid contamination. As control, we performed the same experiment with *P. xylostella* larvae not exposed to antibiotic treatment.

### Smurf assay of *P. xylostella* midgut permeability

The assay was carried out using the dye erioglaucine disodium salt (Sigma-Aldrich, cas 3844-45-9, molecular weight 792.85, color index number 42090) as described with some modifications (Amcheslavsky et al., 2009; Rera et al., 2012; He et al., 2017). Briefly, third-instar *P. xylostella* larvae were fed with forage containing DMNT for 48 hr. Forage was then replaced with fresh forage containing 0.3125 mg/mL dye, and larvae were allowed to feed for 1 hr before being given fresh forage with no added DMNT or dye. After 6 hr, the larvae were photographed under a stereomicroscope. Six biological replicates were prepared for the treatment and control, with 15 larvae per replicate. When the midguts are intact, the dye will pass through together with feces; if the midguts are damaged, the dye will penetrate into larval tissues and remain inside the body, thus turning larvae blue (hence the name of the assay).

### Effects of intestinal microbiota on the PM of *P. xylostella* larvae

To prepare the gut microbes, we dissected the midgut from 45 *P. xylostella* larvae and transferred the tissues into 200 mL medium incubation at 37°C. After 48 hr, we collected the gut microbes by centrifugation at 2841 *g* for 15 min and then added 1×PBS (phosphate buffer saline) for later use. Before dissecting guts, the surface of whole larvae was disinfected with 75% ethanol. All experiments were performed in a sterile hood to avoid contamination.

### Dissection of midgut and PM of *P. xylostella* larvae

*P. xylostella* larvae were narcotized by ice incubation for 30 min, and then immersed in sterile 1×PBS solution (pH 7.2). The entire midguts were dissected and one end of midgut was opened with an anatomical needle. The other end of the midgut was handled with a forceps and gently shaken in the PBS solution, allowing the PM to float out. PM features were inspected and imaged under a Leica stereoscope.

### Transverse sections of *P. xylostella* larvae

*P. xylostella* larvae were fixed in 1% formaldehyde in 1×PBS under gentle vacuum and later embedded in paraffin, following dehydration with a graded ethanol series. Individual larvae were sectioned on a microtome at the middle position of the body and de-waxed with a series of xylene solutions before staining with HE staining solution on slides (Rodgers et al., 2017). The slides were then scanned to obtain images on a high-resolution scanner (Pannoramic Scanner, DESK).

### Chemical synthesis of DMNT

DMNT was synthesized according to published literature with minor modifications (Huang and Yang, 2007). The purity of all batches of DMNT was determined by nuclear magnetic resonance.

### Sequencing of 16S ribosomal DNA from midgut microbiota

After feeding for 72 hr, *P. xylostella* larvae were dissected to collect the content of their midguts. Before dissecting guts, the surface of whole larva body was disinfected with 75% ethanol. Eight independent biological replicates were performed, each comprising 15 *P. xylostella* larvae. Gut microbe DNA was extracted with E.Z.N.Z Stool DNA Kit (D4015, Omega, lnc.). The conserved regions of 16S ribosomal DNA were amplified by PCR, separated in 2% agarose gels, purified with AMPure XT beads (Beckman Coulter Genomics, Danvers, MA), and quantified by Qubit (Invitrogen). The amplicon pools were prepared for sequencing and the size and quantity of the amplicon library were assessed on Agilent 2100 Bioanalyzer (Agilent) and with the Library Quantification Kit for Illumina (Kapa Biosciences, Woburn, MA), respectively. The libraries were sequenced on NovaSeq PE250 platform.

### Data analysis

Samples were sequenced on an Illumina NovaSeq platform according to the manufacturer's recommendations, provided by LC-Bio. Paired-end reads were assigned to samples based on their unique barcode and truncated by cutting off the barcode and primer sequence. Paired-end reads were merged using FLASH. Quality filtering on the raw reads was performed under specific filtering conditions to obtain the high-quality clean tags according to the fqtrim (v0.94). Chimeric sequences were filtered using Vsearch software (v2.3.4). After dereplication using DADA2, we obtained the feature table and feature sequence. Alpha diversity and beta diversity were calculated by normalizing to the same sequences randomly. Then according to SILVA (release 132) classifier, feature abundance was normalized using relative abundance of each sample. Alpha diversity is applied in analyzing the complexity of species diversity for a sample through five indices, including Chao1, Observed species, Goods coverage, Shannon, and Simpson, and all these indices in our samples were calculated with QIIME2. Beta diversity was calculated by QIIME2, and the graphs were drawn by R package. Blast was used for sequence alignment, and the feature sequences were annotated with SILVA database for each representative sequence. Other diagrams were implemented using the R package (v3.5.2). This work was performed by Lianchuan Company (http://www.lc-bio.com/).

### Statistical analysis

All statistical analyses in this study were performed in the SPSS 16.0 package as two-tailed unpaired *t*-tests, ANOVA, or Kaplan–Meier survival analysis using default parameters with no data transformation (http://www.spss.com). Replication numbers for all assays are listed in the figure legends.

### dsRNA synthesis and treatment

dsRNA was synthesized with the T7 RiboMAX express RNAi synthesis kit (Promega, catalog number P1700) as described in the manufacturer’s instructions. The primers for RNAi of *PxMucin* (LOC105381635) are listed in Supplementary file 2, and the length of dsRNA is 502 bp.

To test the function of *PxMucin* on the growth of *P. xylostella* larvae, 20 μL *PxMucin* dsRNA (500 ng/μL) was spread onto the leaves of 2-week-old *A. thaliana* plants, which were used to feed first-instar *P. xylostella* larvae. A dsRNA for the green fluorescent protein (GFP) was used as a negative control, and the length of dsRNA is 463 bp. GFP fragment was amplified with PCR method using pCambia-1305GFP plasmid as DNA template. After feeding for 24–96 hr, the survival, weight, and pupation rates were scored for all larvae. Six biological replicates were set up for each treatment, each replicate consisting of 15 larvae. After the larvae had fed for 24 hr, the midgut tissues were dissected for RNA extraction using Trizol method, reverse transcription with one-step cDNA synthesis kit (Takara), and *PxMucin* expression analysis by quantitative PCR techniques (Roche, Light Cycler 480C), three biological replicates were performed, with each biological replicate including 30 larvae. The positions of the qRT-PCR analysis primers are as shown in Figure 4A, with the forward primer on exon 7 and the reverse primer in intron 7. The primer sequences are listed in Supplementary file 2. In addition, after 48 hr of feeding, larvae were processed for sections and HE staining to observe the effects of *PxMucin* RNAi on PM.

### qRT-PCR analysis

Total RNA of *P. xylostella* larva midgut was extracted with TRIzol (TaKaRa) RNA preparation method, and 1 μg RNA was used for reverse transcription to synthesize cDNA. The specific primers are listed in Supplementary file 2. *PxRPL32* and *PxRPS13* were used as reference genes (Fu et al., 2013). The primers for *PxLysozyme* were designed by Xia et al., 2018.

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided for Figure 1–6, Figure 1-figure supplement 1, 3–5, Figure 4-figure supplement 2, Figure 5-figure supplement 2, and Figure 6-figure supplement 2,3.

## Additional files

Supplementary file 1. Differentially expressed genes from RNA-seq.

Supplementary file 2. Primers used in this study.

Supplementary file 3. Abundance of major Operational Taxonomic Units (OTUs).

Transparent reporting form

# Supplementary material for: Volatile DMNT directly protects plants against Plutella xylostella by disrupting the peritrophic matrix barrier in insect midgut
**Source:** eLife. 2021 Feb 18;10:e63938. doi: 10.7554/eLife.63938
**Supplement:** Supplementary file 2.

**Supplementary file 2 Primers used in this study**

| **Name** | **Primer sequences (5′-3′)** | **Application** |
| --- | --- | --- |
| **PxMucin--F**  **PxMucin--R**  **dsRNA-PxMucin--F**  **dsRNA-PxMucin--R**  **dsRNA-GFP-F**  **dsRNA-GFP-R**  **PxMucin--F(RNAi)**  **PxMucin--R(RNAi)** | CTGCCTCATGAGACTGAATG  TCTCCACTGACGCTGATCTC  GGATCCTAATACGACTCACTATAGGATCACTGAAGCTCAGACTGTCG  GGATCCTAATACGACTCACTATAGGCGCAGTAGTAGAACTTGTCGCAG  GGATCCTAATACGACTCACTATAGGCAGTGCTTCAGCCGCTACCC  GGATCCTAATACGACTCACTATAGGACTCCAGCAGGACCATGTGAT  AACCTCGTCGAGCACTCTTG  GAGCTTTATGTATTTGTTCGAT | RT-PCR analysis of *PxMucin*  synthesis of dsRNA  RT-PCR for RNAi |

How the deposited data were processed for this re-analysis (not part of the article)

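The data are RNA-seq libraries of whole second-instar larvae of P. xylostella, 3 controls and 3 treated with DMNT for 12 hr. Samples were grouped by their titles, which give the treatment and a replicate number. The paper's methods give 7 μM DMNT for its bioassays, and the dose of these libraries is not given in the sources used here apart from that.

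The authors deposited a table with read counts and FPKM for each gene and library. By the methods they cleaned reads with cutadapt, aligned them with Hisat to the NCBI reference of the species, assembled and quantified genes with StringTie, and tested differences with edgeR. The submitters' processing notes name HISAT, StringTie and edgeR without versions. The deposited counts are whole numbers with no normalization, and the program that made the count of each gene is not given in the sources used here. The deposited FPKM were scaled by the authors by exon length and mapped reads. All 12 value columns of the table were used, and gene names, descriptions and KEGG pathways are the authors' annotation in the same table. Of 17515 symbols of the form LOC and a number in the table, 10548 occur in a newer NCBI annotation of the species (GCF_932276165.1), which was used for this match only. Loci next to each other were taken from the running number of the assembled loci, and gene lengths from the ratio of count to FPKM. No genome of the build used by the authors was used here.

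Total counts and the limit set by a count of 0 stand beside the introduction of the experiment. All 15 pairs of libraries differed by more than sampling noise (47.9 to 132 for the mean chi-square per gene, where 1 is the value for repeated sampling of one library), so none was treated as a copy of another. Genes with a mean FPKM of at least 0.5 were kept, 17709 of 21946. Counts were scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with no covariate. That test gives no standard error. The one printed is the size of the log2 fold change divided by the square root of the test's F statistic. Before the data were examined the plan assumed a table of FPKM only and named limma on log2(FPKM + 0.1) as the test. Because the table also holds counts, edgeR's quasi-likelihood test was made the main test after the table was seen. The limma fit planned first is given beside the alternatives. The study's thresholds, a log2 fold change of at least 1 in size and an unadjusted p under 0.05, were used for calls, and Benjamini-Hochberg adjusted p-values were computed over all genes tested.

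The test was tried on simulated counts with the means, library sizes and spread of the real libraries, in which 200 of 17709 genes were changed. The changed genes were drawn from those with a mean FPKM of at least 2, so the shares below do not cover genes under that level. Each gene was drawn on its own, without shifts shared by many genes of a library. Of genes lowered by 2 on the log2 scale 100% passed the study's thresholds and 88% an adjusted p of 0.05, and of genes raised by 2 it was 98% and 90%. Of genes lowered by 1 it was 58% and 24%, and of genes raised by 1 it was 50% and 22%. Of the 17509 unchanged simulated genes, 236 passed the study's thresholds and 10 an adjusted p of 0.05.

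Before the data were examined, 33 lists of genes were fixed by words in the gene descriptions, from the paper's text, from Supplementary file 1, of which the paper's table had been seen in part, or from textbook knowledge of the tissue and treatment, with markers of other tissues. Lists with at least 5 tested genes were tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes, and again with an estimated correlation and with fry. KEGG pathways with at least 3 tested genes were tested with a one-sided Fisher's exact test against the tested genes that carry a pathway. The genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene the paper names, the 10 largest rises and the 10 largest falls among described genes past the study's thresholds whose libraries do not overlap, up to 4 genes with the smallest p in each list, up to 4 genes past the study's thresholds in each pathway that the paper names, and the 5 genes with the smallest p. The values of Supplementary file 1 had been seen when the rule was written. The Dicer gene LOC105393274 and members of the peritrophic list are named besides, and were chosen after their values were seen. Where a group has 0 counts in every library, a fold is given as a bound against 3 counts over that group.

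Alternatives set before the data were examined were other pseudocounts in limma, no filter and a stricter filter, median-ratio and quantile scaling, robust spread, array weights, folds from mean FPKM, leaving out genes with a 0 or without a symbol, the replicate number as a block, and leaving out each library. DESeq2 1.42.0 and edgeR's exact test with and without the filter were added after seeing the data. Limma on log2(FPKM + 0.1), the main test of the plan, is given beside them. Of the paper's genes, LOC119693213 was not analysed here. Of Supplementary file 1, the first 1355 of 21945 genes were used, for the comparison of values. A part of them had been seen when the gene lists and the naming rule were written. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.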

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

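The tests of the loci as a set, of neighbouring loci and of single control libraries were chosen after the results were seen, and those of gene length and of the size of counts at other splits before.

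LOC105382741, a zinc finger protein gene that the paper does not discuss, was above the control libraries in every DMNT library, with a log2 fold change of 2.80 (adjusted p = 0.00214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block 0 genes passed an adjusted p of 0.05, so this call does not hold there. The storage proteins and juvenile hormone suppressible proteins, a list written with Supplementary file 1 in view and so not independent evidence, had a median log2 fold change of 0.19 over 10 genes (adjusted p = 0.0245 by camera with Benjamini-Hochberg adjustment, and adjusted p = 0.419 with an estimated correlation). Their test did not pass without control replicate 1 (median 0.07), control replicate 3 (0.23), DMNT replicate 1 (0.16) or DMNT replicate 2 (0.08), and the median was 0.52 without control replicate 2 and 0.53 without DMNT replicate 3. It did not pass with limma on log2(FPKM + 1), log2(FPKM + 0.1) or log2(FPKM + 0.01), quantile normalization (0.04), a mean FPKM of at least 2 (0.04) or the replicate block (0.05) either.

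The locus at LOC105388017, at 0 in the control libraries, was at least 3780-fold higher in the DMNT libraries, and 4 loci in all had at least 30 counts in every library of one group and 0 in every library of the other. Another split of the same libraries gave 5 such loci, and under a further one a different locus, at 0 in 3 libraries, had at least 2049 counts in each of the other 3, so loci present or absent by library whatever the treatment occur here at such counts. LOC105388017 itself follows the treatment groups, and neither value shows why. Counts summed over the locus, the gene of the same symbol and 3 loci of adjoining number in the assembly had a log2 fold change of 0.29 (standard error 0.13), higher in every DMNT library, which does not settle whether control reads were counted under a neighbour. A variant carried by some of the larvae, not tested without a genome or reads, and an effect of DMNT on the locus both stay open.

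Of the lists for other tissues and cell composition, 4 had higher medians in the DMNT libraries, with 0 members past the study's thresholds when all libraries are used: 0.25 for 41 testis and sperm axoneme markers, 0.12 for 88 ribosomal proteins, 0.16 for 37 muscle markers and 0.18 for 11 mitochondrially encoded genes (adjusted p = 2.44e-06, 0.000348, 0.000639 and 0.00127 by camera with Benjamini-Hochberg adjustment, and 0.645, 0.918, 0.645 and 0.645 as the adjusted p with an estimated correlation), while neuronal, fat body and silk gland markers did not pass (medians 0.04, -0.01 and 0.00, adjusted p = 0.828, 0.623 and 0.535 by the same test). With the trend of fold on gene length removed, the medians of the ribosomal and mitochondrial genes, which are short, were 0.0872 and 0.153. In camera's pre-ranked form with Benjamini-Hochberg adjustment, their adjusted p was 1.74e-06 and 0.00324 before the removal and 0.00506 and 0.00798 after it. The medians kept most of their size, which argues against gene length as the whole cause there. The p-values rest on the preset correlation, at which camera passed up to 12 lists under splits that mix the treatments. They therefore do not show that a difference by treatment remains. Testis and muscle genes are longer than the median gene and folds fell with length (Spearman correlation -0.115), so that removing the trend (0.252 and 0.164) could not take their rise away and tests nothing. Without control replicate 2, the lowest library for all 4 groups, the medians were 0.0427 for ribosomal proteins (adjusted p = 0.290 by camera with Benjamini-Hochberg adjustment), 0.0630 for muscle (0.0723), 0.0135 for mitochondrial genes (0.290) and 0.0970 for testis markers, which still passed (0.0178) at the preset correlation, so that this library standing apart may account for much of the difference in each. Other libraries and settings matter as well, since 1 member each of the mitochondrial and muscle lists passed as higher without control replicate 3 and, with 1 testis marker, without DMNT replicate 3, 1 muscle and 1 testis marker without DMNT replicate 2, 1 mitochondrial gene with the replicate block or quantile normalization, and 3 testis markers as higher and 1 muscle marker as lower with no filter, ribosomal proteins did not pass without DMNT replicate 3 (median 0.06) or with quantile normalization (0.02), mitochondrial genes with quantile normalization (0.13) or array weights (0.14), nor muscle markers without control replicate 1 (0.16), and medians moved to 0.40, 0.14 and 0.04 for testis without control replicate 1, without DMNT replicate 1 and with array weights, to 0.20, 0.29 and 0.33 for ribosomal, muscle and mitochondrial genes without control replicate 3, and to 0.10 for mitochondrial genes without DMNT replicate 2. The sex and number of the larvae in each library, and a response to DMNT, stay open and were not tested.

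No formal test for outlying values was run within the groups, which hold 3 libraries each, and single libraries were instead left out in turn.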

How the results depend on the processing

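DESeq2 and edgeR's exact tests were chosen after seeing the data, and the other alternatives were planned. Limma on log2(FPKM + 0.1) was the main test of the plan, and edgeR's quasi-likelihood test replaced it once the table was seen. PxMucin kept its direction and stayed outside the study's thresholds under every alternative, with a log2 fold change from -0.39 (without control replicate 1) to -0.02 (limma with array weights). Against 154, the genes past the study's thresholds were 84 with limma on log2(FPKM + 1), 239 with no filter, 84 with a mean FPKM of at least 2, 373 with array weights and 358 with edgeR's exact test without filter, and leaving out single libraries gave 162 to 271. With limma on log2(FPKM + 1) 26.2% of them were higher, against 42.2%, while median-ratio scaling gave 41.7% and quantile normalization 43.7%. Against 2, the genes past an adjusted p of 0.05 were 5 with limma on log2(FPKM + 1), 4 with limma on log2(FPKM + 0.01), 4 with no filter, 5 with quantile normalization, 4 with robust spread, 5 with array weights, 1 with genes with a 0 left out, 4 with only genes with a symbol, 0 with the replicate block, 5 with limma on log2(FPKM + 0.1), 23 with DESeq2, 18 with edgeR's exact test and 25 with the exact test without filter, and single libraries left out gave 2 to 7. LOC105382741 and the locus at LOC105388017 are the 2 genes, and every leave-one-out fit kept both. Against 11 gene lists, camera with an estimated correlation and fry gave 0 and quantile normalization 7, and single libraries left out gave 5 to 13. Against 0 KEGG pathways, limma's camera over pathways with Benjamini-Hochberg adjustment gave 1 (adjusted p = 0.982 for it with an estimated correlation). Limma with quantile normalization gave 1, tyrosine metabolism, which the paper names, and single libraries left out gave 0 to 4. The median of the cuticle proteins, -0.10, turned to 0.19 at its highest and was -0.32 at its lowest with single libraries left out. Of 44 named genes past the study's thresholds, 12 passed under every alternative set beforehand that tested them and 32 did not, and of the 12, LOC105388017, LOC105398202, LOC105391754, LOC105396224 and LOC105385837 were left out of at least 1 of these alternatives. For the counts with fewer genes or libraries in the test the alternative itself changes what is tested, and otherwise the cause was not tested.

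The replicate numbers were taken not to pair the libraries. Deviations from the group means correlated between libraries of the same number by 0.07, 0.06 and 0.10 on edgeR's log2 CPM, the scale on which this was decided, by 0.07, 0.06 and 0.11 on log2(FPKM + 0.1), and by 0.10, 0.10 and 0.20 on log2(CPM + 0.5). Every library correlated best with its own number on the first of these and on the FPKM scale, but not on the last, a hint from the data and not from the design. The rule, set before, was that numbers pair the libraries where all 3 correlations are over 0.1, which is met on the last scale and not on the first 2. The first scale was used first, the last was computed later, and when the decision was then kept the counts with the block had already been seen. With the replicate block, 178 genes passed the study's thresholds, 0 an adjusted p of 0.05 (897 had an unadjusted p under 0.05 in edgeR), and 11 gene lists and 0 KEGG pathways passed, as they did without it.

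Depth limits little here, since 3 counts in a library are 0.0523 to 0.0782 CPM. The spread between libraries limits more. In simulated counts a log2 change of 1 passed an adjusted p of 0.05 in 22% to 24% of changed genes, all with a mean FPKM of at least 2.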

Differences from the paper's values

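The comparisons with DESeq2 and with edgeR's exact tests were chosen after seeing the values, and the other alternatives were planned. Limma on log2(FPKM + 0.1) was the main test of the plan. The paper's q-values are from the first 1355 of the 21945 genes of Supplementary file 1, which are sorted by p. There the paper gives 25 genes with a q under 0.05, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 2 at an adjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's count; they gave 0 to 7. Of those chosen after seeing the values, DESeq2 gave 23 genes and drops 8 of the paper's 25, edgeR's exact test gave 18 and drops 11, and the exact test without filter gave 25 and drops 9.

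Figure 4-figure supplement 1 shows about 7 differentially expressed genes in purine metabolism, read by eye, where 4 were found here. With no filter, median-ratio scaling, folds from mean FPKM, only genes with a symbol or the replicate block it was 5, with limma with array weights 9, without control replicate 2 it was 8 and without DMNT replicate 3 it was 7, all within 1.5 times of the paper's number. With the other alternatives set beforehand it was 2 to 4. The rich factor of tyrosine metabolism is about 0.10 in the same figure, read by eye, and was 0.0465 here. It came within 1.5 times of that with limma on log2(FPKM + 0.01) and with array weights (0.0698), with quantile normalization and without control replicate 2 (0.0930) and without DMNT replicate 2 (0.116), and with no other alternative set beforehand. The rich factor of riboflavin metabolism is about 0.25 there, read by eye, and was 0.0909 here. With no filter it was 0.167, with quantile normalization, array weights or without DMNT replicate 2 it was 0.182, and without control replicate 2 it was 0.273, all within 1.5 times, and no other alternative set beforehand was. Of the settings chosen after seeing the values, DESeq2 and the exact tests gave 5 to 7, 0.0698 to 0.0816 and 0.182 to 0.25 for these pathways. Limma on log2(FPKM + 0.1), the main test of the plan, gave 5, 0.0930 and 0.0909. Which of the paper's genes these settings drop was not counted, because the figure does not name them.

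The paper's 189 differentially expressed genes, with 62 upregulated and 127 downregulated, stand beside 154, 65 and 89 here at the same thresholds, which is within 1.5 times. The planned limma on log2(FPKM + 0.01) gave 189, with 72 higher and 117 lower. Limma on log2(FPKM + 0.1), the main test of the plan, gave 188, with 63 and 125. The paper relates the pathways to an enrichment analysis, and 0 of 290 pathways had an adjusted p under 0.05 here by Fisher's exact test with Benjamini-Hochberg adjustment (6 had an unadjusted p under 0.05).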

Other observations

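The tests of control replicate 1, of summed counts and of the numbers of genes at other splits were chosen after the results were seen, and those of the lists and of the pathways at other splits before. Of the gene groups that handle foreign or fatty compounds, cytochrome P450 genes, ABC transporters and lipid synthesis passed a test with lower medians in the DMNT libraries, and whether they differ from the groups that did not pass was not tested. The medians of 17 glutathione transferases, 25 UDP-glucuronosyltransferases and 30 carboxylesterases, 0.00, -0.02 and -0.08, did not pass (adjusted p = 0.926, 0.492 and 0.189 by limma's camera with Benjamini-Hochberg adjustment). Of 56 cytochrome P450 genes, enzymes that oxidise foreign compounds and hormones, 0 passed the study's thresholds, 42 had a log2 fold change below 0 and the median was -0.20 (adjusted p = 0.00158 by limma's camera with Benjamini-Hochberg adjustment, and adjusted p = 0.522 with an estimated correlation). That test did not pass without control replicate 1 (median -0.13) or DMNT replicate 1 (-0.13), and the median was -0.38 with limma and array weights, when 4 members fell. Of 61 ABC transporters, pumps that export many compounds, 0 passed and the median was -0.12 (adjusted p = 0.0105 by camera with Benjamini-Hochberg adjustment, and adjusted p = 0.645 with an estimated correlation), and their test did not pass without control replicate 1 (-0.10), control replicate 3 (-0.08) or DMNT replicate 1 (-0.05), nor with a mean FPKM of at least 2 (-0.09). Of 73 genes of lipid synthesis and wax 1 fell, the fatty acyl-CoA reductase LOC105395169, and the median was -0.16 (adjusted p = 0.00276 by camera with Benjamini-Hochberg adjustment, and adjusted p = 0.507 with an estimated correlation), which did not pass without control replicate 1 (-0.09) or DMNT replicate 3 (-0.22) and was -0.10 without DMNT replicate 1, and 6 members fell without control replicate 2, when 2 rose, and 6 without DMNT replicate 2.

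Cuticle genes differed more between single libraries than between the groups. Relative to the mean of all libraries, the median over 99 cuticle proteins was -0.69 in control replicate 2, 0.56 in control replicate 3, -0.47 in DMNT replicate 1 and 0.47 in DMNT replicate 3 on the log2 scale. The split of control 1, control 3 and DMNT 3 against the rest gave 2024 genes at an unadjusted p under 0.05 in edgeR, against 608 for the real groups. Of 48 proteasome subunits 1 rose and the median was 0.07 (adjusted p = 0.0583 by camera with Benjamini-Hochberg adjustment), and that median was 0.23 without control replicate 2 and 0.22 without DMNT replicate 3, both past an adjusted p of 0.05.

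Of the genes that the paper follows by qRT-PCR in other experiments, some can be read in the 12 hr libraries. The PxMucin homolog mucin 2 like (LOC105395714) had a log2 fold change of 0.05 (standard error 0.55) at 0.952 CPM in the control libraries. The lysozyme-like genes LOC105397605 and LOC105382813, neither of which was matched here to the lysozyme of the paper, had log2 fold changes of -0.09 (standard error 0.33) and -0.25 (standard error 0.23). The reference genes RPL32 (LOC105387458) and RPS13 (LOC105388947) had log2 fold changes of 0.10 (standard error 0.14) and 0.12 (standard error 0.14).

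RNA interference genes were lower in the DMNT libraries, with a median of -0.96 over 11 genes. With control 1, control 2 and DMNT 1, 2 or 3 set against the rest, the list's median was -0.70, -0.75 or -0.79. The other splits that mix the treatments gave -0.24 to -0.41. No prediction was set for these medians. Without control replicate 1 the median was -0.45, against -0.96 with all libraries, though the list still passed its test (adjusted p = 1.37e-05 by camera with Benjamini-Hochberg adjustment), which it does not with an estimated correlation over all libraries (adjusted p = 0.389), so that this library standing apart may account for much of the difference. The counts summed over the 4 Dicer genes had a log2 fold change of -1.17 (standard error 0.43), with 55.9 CPM in control replicate 1 and 12.3 to 19.8 elsewhere. Without control replicate 1 it was -0.42 (standard error 0.22). Each of the 4 fell on its own (-0.96 to -1.30), so the sum had to fall and is no separate test of reads divided among these copies. The sum over all 11 genes, at -0.32 (standard error 0.17), is held near 0 by the abundant aubergine-like and argonaute-2, with log2 fold changes of 0.05 and 0.03, so it tests nothing. Divided reads stay open for the list. A response of these genes to DMNT, or a virus in some larvae, stays open and was not tested.

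The 6 libraries can be split into 3 and 3 in 10 ways, so no share of splits under 0.05 can be had. In the counts that follow the real split is included. For the genes past the study's thresholds, 6 splits gave a count of at least the real 154, with 306 as the highest of the others. For those past an adjusted p of 0.05, 4 splits gave at least the real 2, and the highest of the others was 5. For the gene lists, 5 splits gave at least the real 11, and the highest other was 12. For KEGG pathways the real count is 0, which each of the 10 splits reaches whatever the data, so this comparison tests nothing there, and the highest other was 7. In simulated counts with the spread of these libraries and each gene drawn on its own, 236 of 17509 unchanged genes passed the study's thresholds by chance. That is more than the 154 counted in the data. Neither the simulation nor the splits use the replicate number, and the fit with that number as a block gave 178.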
